# Use of Pleiotropy to Model Genetic Interactions in a Population

**DOI:** 10.1371/journal.pgen.1003010

**Published:** 2012-10-11

**Authors:** Gregory W. Carter, Michelle Hays, Amir Sherman, Timothy Galitski

## Abstract

Systems-level genetic studies in humans and model systems increasingly involve both high-resolution genotyping and multi-dimensional quantitative phenotyping. We present a novel method to infer and interpret genetic interactions that exploits the complementary information in multiple phenotypes. We applied this approach to a population of yeast strains with randomly assorted perturbations of five genes involved in mating. We quantified pheromone response at the molecular level and overall mating efficiency. These phenotypes were jointly analyzed to derive a network of genetic interactions that mapped mating-pathway relationships. To determine the distinct biological processes driving the phenotypic complementarity, we analyzed patterns of gene expression to find that the pheromone response phenotype is specific to cellular fusion, whereas mating efficiency was a combined measure of cellular fusion, cell cycle arrest, and modifications in cellular metabolism. We applied our novel method to global gene expression patterns to derive an expression-specific interaction network and demonstrate applicability to global transcript data. Our approach provides a basis for interpretation of genetic interactions and the generation of specific hypotheses from populations assayed for multiple phenotypes.

## Author Summary

Parallel advances in genotype and phenotype measurement technologies are yielding large-scale, multidimensional datasets that can potentially decipher the genetic etiology of complex traits. Understanding these data will require methods that combine the experimental power of molecular biology and the quantitative power of statistical genetics. In this work, we describe a novel approach that uses the complementary information encoded by multiple phenotypes in conjunction with genetic data to map genetic interaction networks in terms of quantitative variant-to-variant and variant-to-phenotype influences. We tested this method using a population of yeast strains with random combinations of five genetic mutations and derived an interaction network using molecular and colony-level assays of mating phenotypes. Distinct biological processes that underlie the two phenotypes were identified with gene expression analysis, validating the method's ability to exploit complementary biological information in multiple phenotypes. Our method generates data-driven models and testable hypotheses of how the genetic variation in a population combines to affect complex traits. It is designed to be flexible and scalable for application to populations with extensive genetic diversity.

## Introduction

Research in systems biology and genetics increasingly combines aspects of molecular biology with quantitative and statistical genetics. Genotyping and sequencing technologies allow large sample populations to be characterized at high or base-pair resolution. Parallel advances in quantitative phenotyping provide multidimensional descriptions of phenotypic states, often encompassing multiple molecular and physiological assays. Additionally, RNA transcript quantification is often used to provide a detailed view of cellular states. Translating this high-throughput, quantitative data into predictive models of health and disease will require new analytical methods to understand how genetic variants combine to influence multiple phenotypes.

One potentially powerful approach is the systematic study of genetic interactions. In molecular biology, genetic interaction analysis has been used to infer functional relationships such as activation, repression, and pathway ordering [1]. More recently, genome-scale interaction analysis has revealed functional genomic architecture in yeast [2]–[7], worm [8], [9], and fly [10], [11] model systems. Although equivalent genetic resources do not yet exist in mammalian model systems, new and forthcoming mouse populations will provide a basis for genetic interaction analysis in mammalian models [12]–[16]. However, the systematic interpretation of individual genetic interactions in terms of functional models has proven challenging in combinatorial genetic screens [5], [17], [18]. This ambiguity is even more pronounced in population-based studies, in which instances of statistical epistasis in highly powered studies rarely have clear biological interpretation. In some cases biological etiology can be resolved by pathway-based approaches that consider combinations of loci to detect polygenic risk [19], [20], but discovery is potentially limited by incomplete information on pathway structure and interactions. Studies of quantitative trait loci that affect gene expression (eQTL) identify multiple transcripts affected by interactions among genetic variants via *cis* and *trans* acting elements [21]–[27], providing insights into genetic influence on biological processes. Interaction studies in this approach can be limited by the cost of assaying sufficiently large sample numbers and ambiguous connections to physiological phenotypes. In all of these cases, methods that directly infer the structure of genetic networks would provide a data-driven model of how the genetic variation in a population organizes to affect complex traits.

In this paper we describe a new method to use complementary information in multiple phenotype measurements to infer the network structure of genetic interactions in terms of directional influences. The method requires two or more quantitative phenotypes that share some common genetic factors but are not completely correlated across all individuals. This reliance on partial pleiotropy is consistent with, and possibly a prerequisite to, the evolution of statistical epistasis [28]. It suggests a set of phenotypes that measure different aspects of the same complex trait or condition, such as a serum-based molecular biomarker paired with a whole-organism physiological measure. The method exploits the pleiotropy inherent in such a system to interpret instances of epistasis (in the statistical sense [29]) in terms of network models of genetic interactions that represent underlying biology [1]. The resulting network is constructed in terms of variant-to-variant influences, each quantifying how one gene variant affects the activity of a second variant, and variant-to-phenotype influences that quantify how each variant influences each phenotype. Interactions between variants can be either inter-locus (classical genetic interactions) or intra-locus (for a gene with multiple alleles). Our central assumption is that the spectrum of genetic interactions observed across multiple phenotypes is due to multiple manifestations of the same underlying network of variant-to-variant influences. By simultaneously analyzing interactions for multiple phenotypes, ambiguities are resolved to arrive at a consistent interpretation of each genetic interaction (Figure 1).

**Figure 1:**
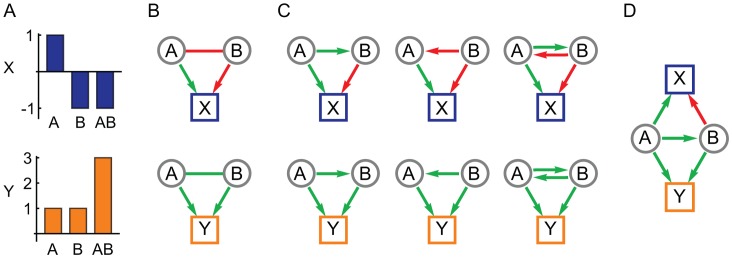
The use of pleiotropy to constrain the interpretation of epistasis. (A) The marginal effects of two genetic variants, A and B, in isolation and combination on two quantitative phenotypes, X and Y. (B) Variants A and B show negative (red) epistasis for X and positive (green) epistasis for Y, in addition to their individual effects in terms of positive (green) and negative (red) directional edges. (C) Possible model interpretations for the negative and positive epistasis for X and Y, respectively. (D) The simplest model of influences between A and B that is consistent with the observations of both X and Y.

The method described here is designed for populations that harbor mixed genetic variation and therefore has conceptual and technical distinctions from methods designed for knock-out screens [2]–[4], [7]. First, since we are interested in modeling interactions for an arbitrarily large number of genetic variants in a population, the method is designed to assess individual variants rather than genes. The method therefore has the capability to address multiple allele forms at a given genetic locus, each with a potentially unique effect, and the inferred interactions describe the effect of each variant on every other variant's activity. Second, this work uses linear regression methods to estimate the single and double mutant effects across a population rather than by direct measurements that are only possible with engineered mutations on an isogenic strain background. Third, the extensive genetic diversity and large sample sizes of most intercross and natural populations require methods that can rapidly compute and assess the significance of interactions. Therefore the methods in this paper are mathematically simple and computationally fast. Finally, the networks derived in this work are constructed by analyzing each genetic interaction in isolation rather than obtaining a solution that simultaneously models all possible interactions [2]. Although a more comprehensive approach might be feasible with our test population, the abundance of genetic diversity and limited sample sizes of most populations will have insufficient statistical power for such analysis. Thus for computational and statistical tractability we develop methods to build networks from a very large number of pair-wise interactions, each inferred in isolation.

We tested our approach using a combination of molecular and colony-level assays of yeast mating competence across a population of strains with mutations of mating genes. We derived a genetic interaction network that is readily interpreted in terms of pathway genetics, mapping variant-to-variant interactions between mutations at different loci and variant-to-phenotype influences. We next analyzed gene expression to reveal the partially overlapping and partially distinct biological processes that underlie the phenotypic complementarity. We further analyzed the gene expression data to derive a similar interaction network and demonstrate the method's applicability to eQTL data. We conclude with a discussion of possible applications, extensions, and limitations of the approach.

## Results

We studied a population containing five mutations known to affect mating competence (Table 1). Deletions of *FUS3* [30] and *FAR1* [31] cause mating defects, whereas deletions of *BAR1* [32] and *MSG5* [33], [34] induce hypersensitivity to pheromone. The *STE11-4* allele is a missense mutation that constitutively activates the pheromone signaling response [35]. We constructed, genotyped, and analyzed 218 *MATa* strains, each containing an independent assortment of the five perturbations (Methods). This constituted a population of mixed positive and negative effect mutations that are known to exhibit genetic interactions [36], [37], and therefore provided an effective test population for our analysis methods.

**Table 1:** Genetic perturbations in this study.

*Gene*	*Description * [*58*]	*Chromosome Position*	*Allele*
*STE11*	Signal transducing MEK kinase involved in pheromone response	ChrXII849865–852018	*STE11-4*
*FAR1*	Cyclin-dependent kinase inhibitor that mediates cell cycle arrest in response to pheromone; also forms a complex that may specify the direction of polarized growth during mating	ChrX126324–123832	*far1Δ*
*FUS3*	Mitogen-activated serine/threonine protein kinase involved in mating	ChrII192454–193515	*fus3Δ*
*MSG5*	Dual-specificity protein phosphatase; adaptive response to pheromone; dephosphorylates Fus3	ChrXIV529943–531412	*msg5Δ*
*BAR1*	Aspartyl protease secreted into the periplasmic space of *MATa* cells, cleaves and inactivates alpha factor allowing cells to recover from alpha-factor-induced cell cycle arrest	ChrIX322340–324103	*bar1Δ*

We quantified overall mating efficiency (ME) and molecular pheromone response (PR) for each strain (Methods). The PR phenotype shares many genetic components with the ME phenotype and therefore ensured a degree of pleiotropy. However, because the PR assay was more narrowly focused on pheromone signaling, PR and ME were not expected to be entirely redundant. For example, strains with moderate defects in pheromone signaling may be mating competent (or hyper-competent) due to compensatory mutations that affect other biological processes. As expected, the ME and PR phenotypes were significantly correlated (Pearson *r* = 0.48, *p* = 3.3×10^−14^). To maximize complementarity between these phenotypes, we performed singular value decomposition (SVD) (Methods). The two resulting eigentrait vectors were orthogonal, normalized combinations of the sum and difference of ME and PR, respectively. We refer to these composite phenotypes as eigentraits 1 and 2 (ET1 and ET2).

Although all five perturbations have known roles in mating, some of them did not exhibit significant effects when considered individually. For each eigentrait we performed single-locus regression on each of our five genetic perturbations to identify significant variants used as covariates in pair-wise scans (Methods). Significance was defined as effect coefficients at least 3.55 estimated standard errors from zero (*p*<0.01; Methods). The *far1Δ*, *bar1Δ*, and *fus3Δ* perturbations were identified as covariates for ET1 and the *far1Δ* and *bar1Δ* perturbations were identified as covariates for ET2. These perturbations correspond to genes with very strong known effects (*BAR1*) or downstream signaling activators (*FAR1* and *FUS3*). Any significant effects of the *STE11-4* and *msg5Δ* perturbations were masked by the other factors in single-locus scans.

We next computed pair-wise models for each of the ten possible locus pairs to derive a genetic interaction network. One interaction, the inferred *fus3Δ* suppression of the *STE11-4* allele, is illustrated in Figure 2. We performed pair-wise linear regression on the eigentraits (Figure 2B; Methods, Eq. 3) and then reparametrized the interactions in terms of two variant-to-variant influences between perturbations (Methods, Eqs. 5 and 7). This procedure reinterprets statistical epistasis in terms of a genetic influences model. Figure 2C shows how the complementary information in our two eigentraits therefore determines that the *fus3Δ* perturbation reduces the effect of the *STE11-4* allele, ruling out alternative hypotheses such as a *STE11-4* enhancement of the *fus3Δ* effect that would be consistent with ET1 but not ET2. To determine the allelic effects on the ME and PR phenotypes, we recomposed the phenotype SVD for each pair-wise model and averaged over all models to obtain variant-to-phenotype influence coefficients (Figure 2D; Methods). This final step does not modify the inferred genetic interaction. Errors were estimated for all coefficients using standard least-squares regression and error propagation formulas for quantities computed from regression coefficients (Methods, Eq. 8). Our significance threshold was defined as *p*<0.05 based on genotype permutations and adjusted for multiple testing (Methods). All calculations were performed on a desktop PC using Mathematica software and each locus pair took approximately 30 milliseconds. We obtained a network of 12 significant interactions (Figure 3), including 6 variant-to-variant influences that fit the observed genetic interactions for both phenotypes. Results for all influence parameters are listed in Table S4.

**Figure 2:**
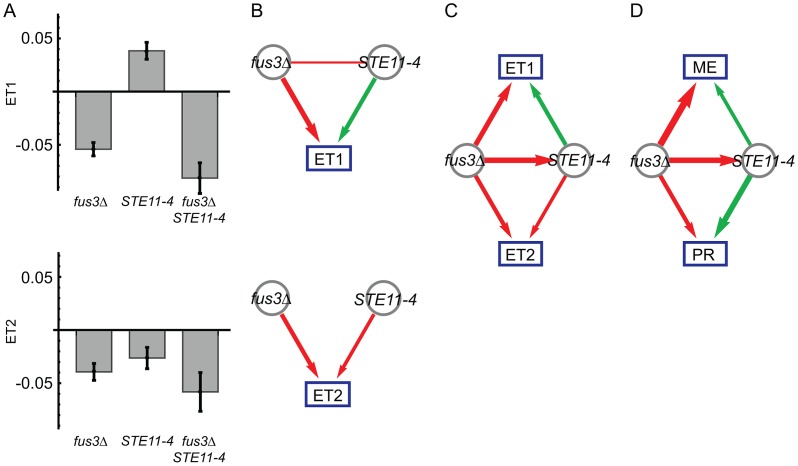
Genetic interactions between *fus3Δ* and *STE11-4* mutations, following **Figure 1**. (A) Modeled effects of *fus3Δ* and *STE11-4* mutations on eigentraits ET1 and ET2. (B) Significant coefficients and epistasis from pair-wise regression, in terms of positive (green) and negative (red) influences. Edge width represents interaction strength. (C) Interaction model consistent with both ET1 and ET2, in which *fus3Δ* suppresses *STE11-4*. (D) The same model expressed in terms of the original phenotypes of mating efficiency (ME) and pheromone response (PR).

**Figure 3:**
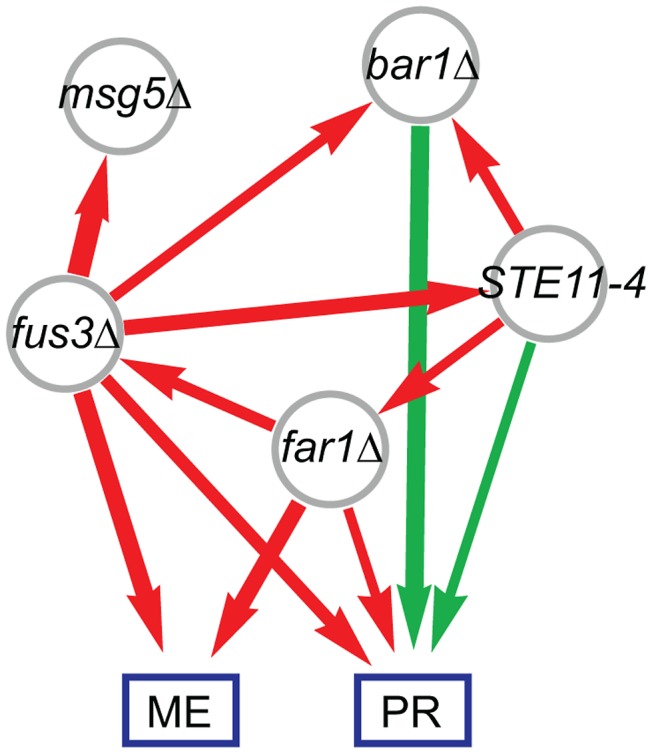
Combined genetic influence network for mating efficiency (ME) and pheromone response (PR) mapping positive (green) and negative (red) influences between mutations and on the phenotypes. Edge width represents interaction strength.

We combined ME and PR with gene expression data to identify complementary biological processes underlying the genetic interaction analysis. We selected a subset of strains representing the genetic diversity of the population and collected gene expression data after exposure to α-factor (Methods). 

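Gene expression was measured on 96 one-color Agilent (V2) yeast arrays, each hybridized with Cy3-labeled RNA of 1 culture exposed for 3 h to 1 µM α-factor, the pheromone secreted by cells of the opposite mating type. Of these arrays, 92 held 82 perturbed strains of 27 genotypes combining *far1Δ*, *bar1Δ*, *fus3Δ*, *msg5Δ* and *STE11-4*, an allele of STE11 that keeps the pheromone response active. Each perturbed genotype was represented by 1 to 5 strains (median 3), and 9 perturbed strains were arrayed 2 or 3 times, so that the 92 columns the paper counts as strains came from 82 strains. The other 4 arrays held the unperturbed genotype, 3 of strain G1890 and 1 of segregant 50B. The sample labels place the cultures in 5 collection batches of 16, 32, 24, 16 and 8 arrays, hybridized on 12 slides of 8 arrays. The authors deposited the scanner output of each array, made with Agilent Feature Extraction, and a table of processed intensities. That table holds the mean spot intensities on a linear scale after quantile scaling, which gives every array the same distribution: the sorted columns differed by at most a relative 0.0041. The values used here were log2 of the background-corrected intensity minus the 75th percentile of the array, averaged over the 2 spots of each probe and then over the probes of a gene, for 6208 genes. They were expressed relative to the mean of the 4 unperturbed arrays. The 75th percentile lay between 3489.7 and 9001 intensity units (median 6334), and 86.8 to 98.6% of the spots of an array (median 96.7%) were well above background. No spot was saturated. The number of arrays limits the precision. ME and PR of each strain were taken from Table S1. Models fitted gene by gene used limma with the strain as a random block, so that repeat arrays of a strain were not counted as independent strains. The SVD and the influence network took each of the 92 arrays as a column, and correlations were computed over strains with repeat arrays averaged.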

To identify the global expression patterns we performed singular value decomposition (SVD) on the gene expression matrix (6208 genes across 92 strains) [38] (Methods). Because we sought to identify expression patterns that correspond to the ME and PR phenotypes, we included these quantitative phenotypes as additional rows in the gene expression matrix. The phenotypes were expressed relative to the unperturbed strain (wild-type) and normalized to a standard deviation of 2 in order to match the origin and scale of the gene expression data. 

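The ME and PR rows, scaled to a standard deviation of 2, held 0.315% of the sum of squares of the 6210-row matrix of genes and phenotypes.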

Because these two rows were added to the expression patterns of thousands of genes, their contribution to the overall SVD patterns is negligible. The first two modes are the most dominant patterns in the data and account for 47% and 17% of the total variation in gene expression, respectively (Figure S3). 

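In the recomputed SVD, Mode 1 accounted for 44.9% of the sum of squares (SD 3.62 over 200 bootstrap draws of the strains, 95% interval 38.0 to 52.7%) and Mode 2 for 16.1% (SD 1.81, 13.1 to 20.1%). Mode 3 followed with 8.69% (SD 1.16), Mode 4 with 4.98% and Mode 5 with 2.97%. The share of Mode 1 moved most when each gene was centered on its mean over the arrays, to 37.6%, since 63.8% of Mode 1 is the mean of its pattern over the 92 arrays, of which 84 lay below the unperturbed mean. With the authors' processed intensities in place of the scanner values, Modes 1 and 2 accounted for 47.3% and 17.2%. The 5 mutations as additive terms explained 72.1% of the variance of the Mode 1 pattern and 45.5% of that of Mode 2, and the collection batch added 3.85% and 5.16% to them.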

By examining the ME and PR weight vectors for correspondence with each gene expression pattern, we found that Modes 1 and 2 capture the similarity and difference of these two phenotypes. The ME phenotype corresponds to both Modes 1 and 2, whereas the PR phenotype only corresponds to Mode 2 (Figure 4). 

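The weight of ME was 0.0355 on Mode 1 (SD 0.00438 over the bootstrap draws) and 0.0286 on Mode 2 (SD 0.00972), at 2.72 and 2.18 SD of all gene weights above their mean. The weight of PR was −0.0115 on Mode 1 (SD 0.00739), 1.01 SD of the gene weights from their mean on the negative side, and 0.0693 on Mode 2 (SD 0.0150), at 5.41 SD above it. Because the SVD was not centered, each weight joins the covariation of phenotype and pattern over the strains with the product of their means. On Mode 2 these parts were 0.03947 and −0.01087 for ME, and 0.04002 and 0.0293 for PR. The larger weight of PR on Mode 2 therefore came from the product of means, since the covariation parts were nearly equal. On Mode 1 the parts were 0.02499 and 0.01055 for ME. For PR on Mode 1 these parts were 0.0169 and −0.0284, and with each gene centered the weight on the first mode was 0.0410. That centered mode is not Mode 1 alone, with an absolute r of 0.966 with Mode 1 and 0.895 with Mode 2. ME correlated over the 82 strains with the Mode 1 pattern at Pearson's r = 0.787 and Spearman's rho = 0.816, and with Mode 2 at r = 0.523 and rho = 0.522. PR correlated with Mode 1 at r = 0.510 and rho = 0.4995, and with Mode 2 at r = 0.495 and rho = 0.473. Each of these r and rho had p = 1e-05 in a two-sided permutation test, the smallest p that 100000 resamples can give (adjusted p = 1.2e-05 over 6 relations by Benjamini-Hochberg). The permutation took strains as independent, although the 82 strains share 27 genotypes. Without the 2 strains farthest from the median of the phenotype, r was 0.792 and 0.549 for ME and 0.453 and 0.439 for PR. Within collection batches 1 to 5, r of ME with Mode 1 was 0.870, 0.745, 0.812, 0.699 and 0.831, and with Mode 2 it was 0.508, 0.532, 0.532, 0.403 and −0.00628. For PR it was 0.509, 0.486, 0.635, 0.165 and 0.726 with Mode 1, and 0.636, 0.487, 0.361, 0.316 and 0.485 with Mode 2. The 22 strains that carry both *fus3Δ* and *STE11-4* lay lowest on Mode 1, between −0.194 and −0.132, and the other 60 strains between −0.122 and 0.0123. Over those 60 strains, in an SVD that was chosen after seeing the data, r of PR was 0.252 with Mode 1 (p = 0.0531, adjusted p = 0.0796 by the permutation test) and 0.788 with Mode 2, and r of ME was 0.600 and 0.650. The modes of that SVD were matched to Modes 1 and 2 by rank alone and are in part other patterns.

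**Figure D1:**
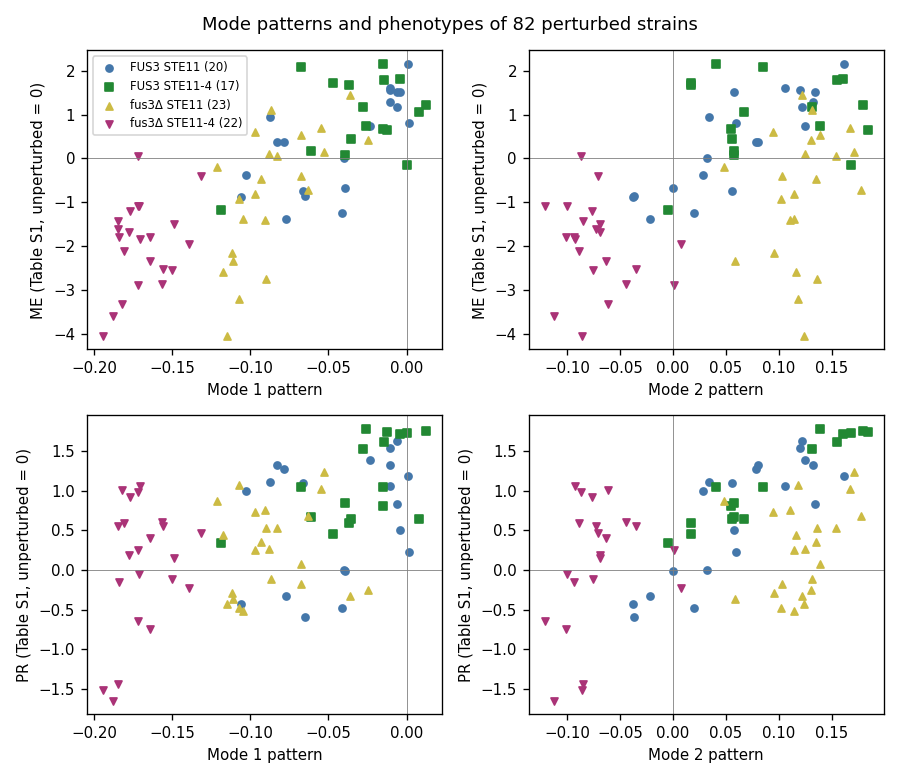
Pattern of Mode 1 and of Mode 2 (horizontal axes, no unit) against ME and PR (vertical axes, units of Table S1, unperturbed strain at 0). Each point is 1 of 82 perturbed strains, with symbols for the genotype at FUS3 and STE11; the 22 strains with both *fus3Δ* and *STE11-4* lie lowest on Mode 1.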

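On Mode 3 the weights of ME and PR had the same sign, −0.0353 for ME (SD 0.0117) and −0.0727 for PR (SD 0.0175), which are −2.84 and −5.80 SD of the gene weights. Over the 82 strains, the Mode 3 pattern correlated with ME at r = −0.305 (p = 0.00513, adjusted p = 0.00513) and rho = −0.346 (p = 0.00153), and with PR at r = −0.502 and rho = −0.587, both with p = 1e-05, by the same permutation test. Leaving out the 2 strains farthest from the median of the phenotype gave −0.310 and −0.596. Within batches 1 to 5, r of Mode 3 was −0.0682, −0.350, −0.356, −0.189 and −0.835 with ME, and −0.348, −0.391, −0.644, −0.553 and −0.831 with PR. Without scaling between arrays the third mode was another pattern, with an absolute r of 0.365 with Mode 3, and its weights were 0.00284 for ME and 0.0175 for PR. In the 37 strains with intact FUS3, r of PR with Mode 3 was −0.842, and in the 45 *fus3Δ* strains it was 0.00375.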

Mode 3 further reinforces this conclusion. These different expression patterns therefore separate the biological processes shared between ME and PR (Expression Mode 2) and unique to ME (Expression Mode 1).

**Figure 4:**
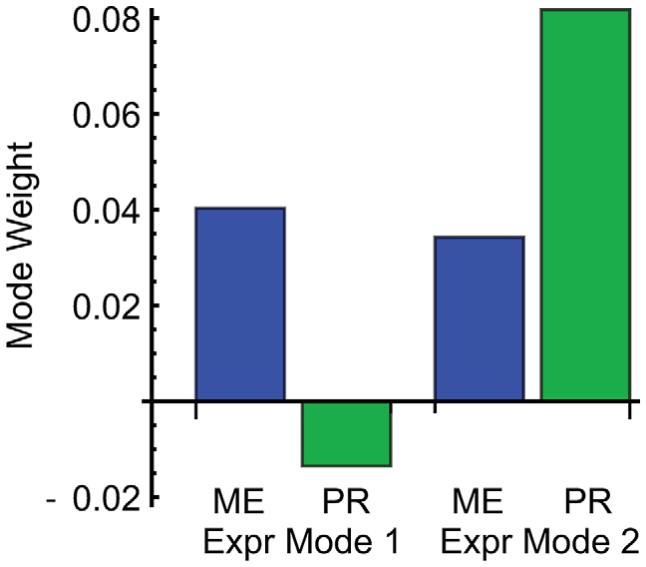
Weights of mating efficiency (ME) and pheromone response (PR) phenotypes for global expression patterns Mode 1 and Mode 2. ME is associated with both expression modes, while PR is primarily associated with Mode 2.

Gene set analysis revealed the biological functions of the genes associated with ME and PR. We identified sets of genes positively and negatively associated with each mode (Methods; Table S2). 

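Taking genes with weights of at least 2 SD from the mean gave 169 genes in the positive and 114 in the negative set of Mode 1, 187 and 100 for Mode 2, and 127 and 123 for Mode 3. With the authors' processed intensities, 143 of the 169, 103 of the 114 and 154 of the 187 genes were in the corresponding sets. A threshold of 3 SD gave 68 and 47 genes for Mode 1, 83 and 24 for Mode 2, and 34 and 32 for Mode 3. The positive set of Mode 3 moved more with normexp background correction, to 498 genes, where the third mode had an absolute r of 0.408 with Mode 3.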

We queried each set of genes for enriched Gene Ontology (GO) annotations and transcription factor targets (Methods; Table 2 and Table S3). Expression Mode 1, the pattern associated with ME but not PR, was positively shown by a set of 169 genes that was most enriched in organic acid metabolic processes genes and transcriptional targets of Gcn4. 

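The largest positive weights on Mode 1 belonged to FUS3 (YBL016W), BAR1 (YIL015W) and FAR1 (YJL157C), at 16.8, 13.1 and 12.6 SD from the mean weight, and these are genes deleted in part of the strains. Of 44 genes that Table S3 lists under cellular amino acid metabolic process for the positive set, 34 were in the recomputed set, and 44 with the authors' processed intensities. The study chose this list on these arrays, so the overlap is not independent evidence. GCN4 (YEL009C) itself had a weight of 0.795 SD above the mean. In a limma model with both phenotypes, GCN4 rose by 0.12 log2 units per unit of ME (SE 0.0259, adjusted p = 4.79e-05), while its change per unit of PR was 0.07 (SE 0.0535, adjusted p = 0.335). GCN4 changed by −0.41 in *fus3Δ* strains (SE 0.0686, adjusted p = 3.12e-07) and by −0.18 in *far1Δ* strains (SE 0.0628, adjusted p = 0.0286) in the limma model of 5 additive mutations.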

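The most negative weights on Mode 1 were those of PGU1 (YJR153W), TOS6 (YNL300W) and EGT2 (YNL327W), at −9.56, −7.66 and −6.79 SD from the mean. Of the 32 genes that Table S3 lists under cell cycle for the negative set, 30 were in the recomputed set, and 32 with the authors' processed intensities. The transcripts of the SBF subunits moved less: SWI4 (YER111C) had a weight of −0.590 SD and SWI6 (YLR182W) of −0.203 SD, and MBP1 (YDL056W), which pairs with Swi6 in the related MBF complex, of −0.390 SD. Per unit of ME, SWI4 changed by −0.02 log2 units (SE 0.0252, adjusted p = 0.442 from limma). SWI4 was higher by 0.25 in *STE11-4* strains (SE 0.0598, adjusted p = 0.000341) and by 0.16 in *far1Δ* strains (SE 0.0588, adjusted p = 0.0483).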

The negative pattern, driven by 109 genes that were downregulated when mating efficiency is high, was shown by genes enriched in cell cycle and transcriptional targets of the SBF complex. 

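The largest positive weights on Mode 2 were those of PGU1, NFG1 (YLR042C) and DAN1 (YJR150C), at 11.1, 8.00 and 7.12 SD, and the most negative those of BAR1, PHO84 (YML123C) and YRO2 (YBR054W), at −14.0, −7.93 and −6.57 SD. Of the 25 genes that Table S3 lists under conjugation with cellular fusion for the positive set, 24 were in the recomputed set, and 25 with the authors' processed intensities. Among the mating regulators, STE12 (YHR084W) had weights of 1.24 SD on Mode 1 and 2.81 SD on Mode 2, TEC1 (YBR083W) of 2.99 and 3.14 SD, and DIG1 (YPL049C) of −0.447 and 0.961 SD. With both phenotypes in the limma model, STE12 rose by 0.29 log2 units per unit of ME (SE 0.0684, adjusted p = 0.00023) and by 0.40 per unit of PR (SE 0.141, adjusted p = 0.0285). TEC1 rose by 0.55 per unit of ME (SE 0.0982, adjusted p = 3.73e-06), and its change of 0.43 per unit of PR (SE 0.203) had an adjusted p of 0.113.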

Expression Mode 2, the pattern positively shown by 179 genes that were upregulated when both ME and PR are high, was enriched in mating genes and transcriptional targets of mating regulators. Many of the Mode 2 positive mating genes were also enriched in the Mode 1 positive gene set, but the Mode 1 negative metabolism and cell cycle genes were not present in Mode 2. This demonstrates that both ME and PR were reporting the changes in cellular morphology associated with mating. In contrast, the metabolic upregulation and cell-cycle downregulation were primarily associated with ME but not PR. 

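The positive sets of Modes 1 and 2 shared 46 genes. Of the 25 conjugation genes, 17 were in both. Of the 32 cell cycle genes, 6 were in the positive set of Mode 2 and none in its negative set, and the negative set of Mode 1 shared 24 genes with the positive set of Mode 2. The 44 amino acid metabolism genes were absent from the positive set of Mode 2, and 2 of them were in its negative set. With the strains that carry both *fus3Δ* and *STE11-4* left out, a setting chosen after seeing the data, 0 of the 25 conjugation genes passed the threshold in the positive set of Mode 1 and 12 in that of Mode 2, and 14 of the amino acid metabolism genes were in the positive set of Mode 2. In that setting the positive sets held 69 of the 169 genes of Mode 1 and 62 of the 187 of Mode 2. Its modes, matched by rank, are thus in part other patterns.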

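The cell cycle and amino acid metabolism lists were chosen by the study from the Mode 1 sets on these arrays, so their relation to ME and PR partly restates that of Mode 1 and is not independent evidence. The mean log2 ratio of the 32 cell cycle genes correlated with ME over the 82 strains at r = −0.743 (rho = −0.780) and with PR at r = −0.506 (rho = −0.525). Their absolute values differed by 0.237 (bootstrap 95% interval over strains 0.112 to 0.366). For the 44 amino acid metabolism genes r was 0.729 with ME (rho = 0.731) and 0.522 with PR (rho = 0.5004), a difference of 0.207 (0.0641 to 0.364). All of these had p = 1e-05 by a two-sided permutation test, the smallest it can give, and adjusted p = 1e-05 over 6 relations. The tests and intervals took strains as independent, although the 82 strains share 27 genotypes, so they may be too narrow. Without the 2 strains farthest from the median of the phenotype, the r values were −0.764 and −0.517 for the cell cycle genes and 0.704 and 0.474 for the amino acid metabolism genes. With the other phenotype held fixed, the partial r of the cell cycle genes was −0.646 with ME and −0.180 with PR, and that of the amino acid metabolism genes 0.622 and 0.218. Within collection batches 1 to 5, r of the cell cycle genes was −0.672, −0.818, −0.717, −0.634 and −0.619 with ME and −0.399, −0.546, −0.674, −0.115 and −0.613 with PR. For the amino acid metabolism genes it was 0.824, 0.754, 0.815, 0.475 and 0.649 with ME and 0.524, 0.591, 0.677, 0.00462 and 0.703 with PR, so that in batch 5, with 8 strains, PR had the larger value. Gene by gene, the absolute r was larger with ME for 30 of the 32 cell cycle and 44 of the 44 amino acid metabolism genes. For the 25 conjugation genes, r over the 82 strains was 0.606 with ME and 0.492 with PR. The difference was 0.114 (−0.0618 to 0.311), and the absolute r was larger with ME for 23 of the 25 genes. These pooled values mix genotypes, since the mean log2 ratio of the conjugation genes was −3.80 with both *fus3Δ* and *STE11-4* and 0.24 in the other 60 strains. Over the 60 strains without both *fus3Δ* and *STE11-4*, their r was 0.408 with ME (p = 0.00113, adjusted p = 0.00113; rho = 0.448, p = 0.0004) and 0.711 with PR (p = 1e-05, adjusted p = 2e-05; rho = 0.727, p = 1e-05), and 0.488 and 0.717 without the 2 strains farthest from the median. Over the 22 strains with both, it was −0.0632 (p = 0.781; rho = −0.188, p = 0.401) and 0.304 (p = 0.168; rho = 0.321, p = 0.146) by the same permutation test, and the lowest adjusted p over 12 relations was 0.265. In these 22 strains r of the cell cycle genes was 0.360 with ME (rho = 0.103), of opposite sign to that over all strains, and 0.105 with PR. For the amino acid metabolism genes it was 0.382 with ME and 0.485 with PR, so that PR had the larger value. None of these passed the threshold after adjustment. Gene by gene over the 60 strains, the absolute r was larger with PR for 23 of the 25 conjugation genes, and larger with ME for 28 of the 32 cell cycle and 43 of the 44 amino acid metabolism genes. The difference for the amino acid metabolism genes over the 60 strains was 0.172, with an interval of −0.0265 to 0.378.

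**Figure D2:**
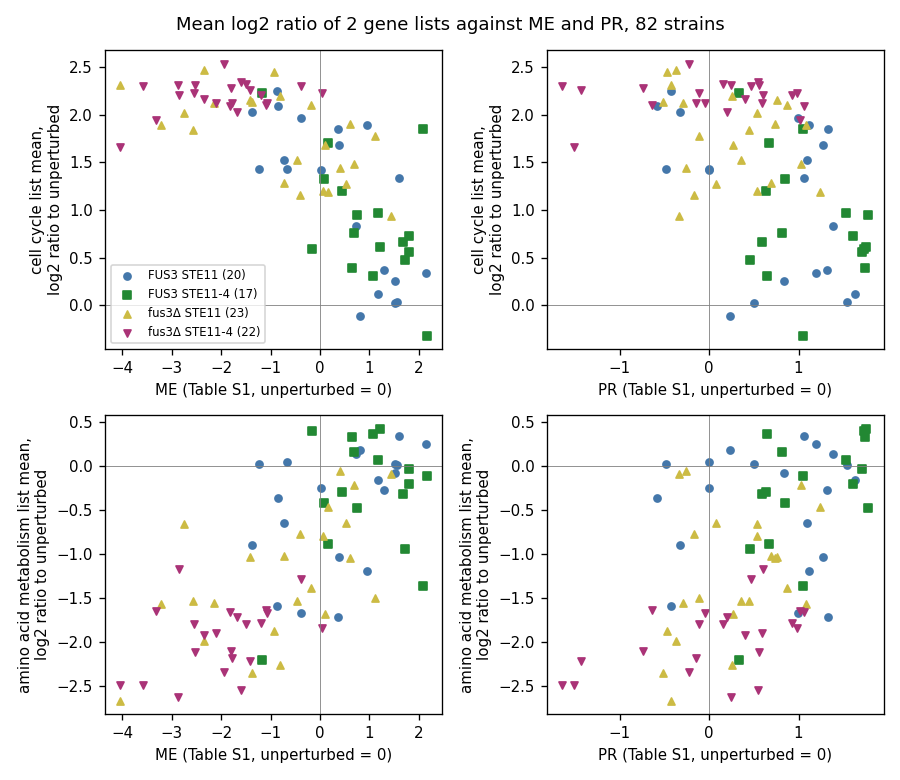
ME or PR (horizontal axes, units of Table S1, unperturbed strain at 0) against the mean log2 ratio to the unperturbed strain of the cell cycle and the amino acid metabolism genes (vertical axes). Each point is 1 of 82 strains, with symbols for the genotype at FUS3 and STE11; the points scatter less around a line with ME, at r = −0.743 and 0.729, than with PR, at r = −0.506 and 0.522.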

We conclude that this difference constituted the complementary biological processes that allowed us to infer the genetic interaction network for mating efficiency and pheromone response (Figure 3).

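In the limma model with both phenotypes, fitted to the 92 arrays of perturbed strains, 3233 of 6208 genes changed with ME at an adjusted p below 0.05 (1788 higher and 1445 lower with rising ME), 1530 with PR (780 higher, 750 lower) and 836 with both. The split by direction depended on the scaling between arrays: for ME it was 1372 higher and 1752 lower with quantile scaling, 1369 and 1748 with the authors' processed intensities and 928 and 1517 without scaling, and for PR 254 and 553 without scaling. With 1 phenotype in the model at a time, 3998 genes changed with ME, 3513 with PR and 3024 with each. These models blocked on the strain, and strains of the same genotype counted as independent. From the gene sets of Mode 1, which it associates with ME but not PR, and of Mode 2, which it associates with both, the paper concludes that this difference, with the metabolic and cell cycle changes primarily associated with ME, made the phenotypes complementary for inferring the interaction network.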

**Table 2:** Summary of enriched functions and transcription factor binding targets for expression gene sets.

*Gene Set*	*GO Annotation*	*Number*	*p*	*Transcription Factor*	*Number*	*p*
Expr Mode 1, Positive, 169 genes	organic acid metabolic process	48	1.6×10^−20^	Gcn4	37	3.0×10^−19^
	cellular amino acid metabolic process	44	1.8×10^−20^	Ste12	35	3.5×10^−11^
	conjugation with cellular fusion	22	3.0×10^−13^			
Expr Mode 1, Negative, 109 genes	cell wall organization or biogenesis	19	2.3×10^−8^	Swi4	24	1.3×10^−14^
	cell division	22	6.0×10^−8^	Swi6	23	1.2×10^−13^
	cell cycle	32	8.3×10^−8^	Mbp1	21	2.0×10^−8^
Expr Mode 2, Positive, 179 genes	conjugation with cellular fusion	25	1.0×10^−15^	Ste12	67	1.7×10^−40^
	response to pheromone	18	4.4×10^−10^	Dig1	40	1.8×10^−24^
	karyogamy involved in conjugation with cellular fusion	8	9.4×10^−9^	Tec1	36	6.1×10^−15^

Full results are listed in Table S3.

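In the limma model of 5 additive mutations over the 96 arrays, 1218 genes changed in *far1Δ* strains (607 higher, 611 lower), 1892 in *bar1Δ* strains (985 and 907), 3683 in *fus3Δ* strains (1760 and 1923), 36 in *msg5Δ* strains (26 and 10) and 3218 in *STE11-4* strains (1479 and 1739). Array weights raised the count of *msg5Δ* to 499. The directions depended on the scaling: without it they were 832 higher and 129 lower for *far1Δ*, 179 and 1458 for *bar1Δ*, 5 and 4 for *msg5Δ* and 2032 and 737 for *STE11-4*, with quantile scaling 27 and 18 for *msg5Δ*, and with the authors' processed intensities 758 and 488 for *far1Δ*. Without scaling, the median of all genes itself moved by −0.11 in *bar1Δ* strains. Apart from the deleted genes, the largest changes in *far1Δ* strains were those of TOS6 at 1.67 (SE 0.288, adjusted p = 2.98e-05) and SNO1 at −1.23 (SE 0.318, adjusted p = 0.00464). In *bar1Δ* strains they were those of YLR111W at 1.23 (SE 0.275, adjusted p = 0.000278) and CIN5 at −1.26 (SE 0.205, adjusted p = 1.14e-06), and in *fus3Δ* strains those of PGU1 at 8.66 (SE 0.607, adjusted p = 2.4e-22) and IME4 at −4.43 (SE 0.432, adjusted p = 3.9e-15). In *msg5Δ* strains CWP1 changed by 0.91 (SE 0.213, adjusted p = 0.0166) and SPO22 by −1.02 (SE 0.175, adjusted p = 0.000128), and in *STE11-4* strains PHO84 by 2.40 (SE 0.387, adjusted p = 2.24e-07) and PRM6 by −3.70 (SE 0.509, adjusted p = 3.87e-09). These coefficients average over the other mutations, and those of *fus3Δ* and *STE11-4* need not hold in either background of the other: with all pairs in the limma model, the product of *fus3Δ* and *STE11-4* passed the threshold for 3348 genes, at 3.87 for PHO84 (SE 0.821, adjusted p = 5.19e-05), −7.65 for PRM6 (SE 0.831, adjusted p = 1.18e-12) and −7.78 for PGU1 (SE 1.005, adjusted p = 4.93e-10). The same product was 2.54 for CWP1 (SE 0.429, adjusted p = 6.93e-07) and −1.95 for SPO22 (SE 0.335, adjusted p = 9.81e-07). Of the 22 strains with both mutations 14 carry *msg5Δ*, and 0 of the 17 with *STE11-4* and intact FUS3. The additive *msg5Δ* values of these 2 genes may therefore hold part of the product. The pairs raised the explained variance of the patterns to 88.8% for Mode 1 and 90.9% for Mode 2. The additive effects on the Mode 1 pattern were −0.0340 for *far1Δ* (SE 0.00722), −0.00658 for *bar1Δ* (SE 0.00725), −0.0907 for *fus3Δ* (SE 0.00771), −0.0114 for *msg5Δ* (SE 0.00796) and −0.0421 for *STE11-4* (SE 0.00735). On Mode 2 *bar1Δ* had the opposite sign from the others, 0.0408 (SE 0.0146) against −0.0284 for *far1Δ*, −0.0424 for *fus3Δ*, −0.0337 for *msg5Δ* and −0.0984 for *STE11-4* (SE 0.0148).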

The network model (Figure 3) was readily interpreted in terms how the perturbed genes affect the phenotypes and associated expression patterns. The expected *bar1Δ*, *fus3Δ*, *far1Δ*, and *STE11-4* single-perturbation effects on ME and/or PR were resolved. The strongest direct effects were from perturbations of canonical downstream pathway elements Far1 and Fus3. The *far1Δ* effect on ME was stronger than its effect on PR. Our gene expression analysis provides evidence that this was due to the role of Far1 in cell cycle regulation, a biological process that contributed to our ME phenotype but not PR (Results). 

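The 32 cell cycle genes had a median change of 0.73 log2 units in *far1Δ* strains, and 28 of them were higher. Of these genes, 26 were called over all genes and 26 adjusted over the list alone, a list that the study chose on these arrays. As a set they were higher (camera, adjusted p = 9.68e-24 over 15 comparisons; fry, adjusted p = 4.88e-08). The amino acid metabolism genes fell in *far1Δ* strains, with a median of −0.46 and 44 of 44 genes lower (34 called over all genes, 40 adjusted over the list alone; camera, adjusted p = 1.62e-18; fry, adjusted p = 0.000435). The 25 conjugation genes had a median of −0.14, with 20 of them lower; limma called 0 of them, and neither set test called the list (camera, adjusted p = 0.182; fry, adjusted p = 0.606). The *far1Δ* effect depended on the other mutations. With all pairs of mutations in the model, it was 1.76 (SE 0.169) on the mean of the cell cycle genes in the absence of the others, and the product of *far1Δ* was −0.87 with *STE11-4* (SE 0.166), −0.56 with *fus3Δ* (SE 0.178), −0.525 with *bar1Δ* (SE 0.163) and −0.31 with *msg5Δ* (SE 0.182). On the mean of the conjugation genes the *far1Δ* effect was −0.68 (SE 0.268), and its product was 0.85 with *STE11-4* (SE 0.263) and 0.64 with *fus3Δ* (SE 0.283). On the mean of the amino acid metabolism genes it was −1.09 (SE 0.25), with a product of 0.83 with *STE11-4* (SE 0.245).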

The *bar1Δ* mutation had a very strong effect on PR but did not have a significant effect on ME. This was likely due to the fact that Bar1 degrades the alpha pheromone and thus its knockout leads to enhanced MAPK pathway activity [32].This Bar1 activity also enhances escape from pheromone-induced cell-cycle arrest to reinitiate proliferation [39].

The six variant-to-variant influences comprised a network view of how the perturbations affect one another and, in turn, the downstream phenotypes. The Msg5 phosphatase is known to affect mating by dephosphorylating the MAP kinase Fus3 [40], which is consistent with the suppression of *msg5Δ* effects by the *fus3Δ* allele. The *fus3Δ* allele also suppresses the effects of *bar1Δ* and *STE11-4*, two genes that are upstream of Fus3 in the canonical MAPK pathway. The moderate suppression of *far1Δ* by the *STE11-4* allele was consistent with the previous finding that MAPK pathway activation can provide compensatory cell cycle arrest in the absence of Far1 [37].

Our gene expression data set provided additional data for genetic interaction modeling. SVD modes have been demonstrated to be a suitable basis for statistical genetic analysis of gene expression [41] and we extended this concept to our pair-scan method. We modeled the first three SVD modes, comprising 73% of the global variation (Methods), which captured multiple biological processes (Table 2 and Table S3) and was suitable for the analysis of a relatively small sample size. 

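The first 3 modes held 69.8% of the sum of squares in the recomputed SVD (SD 2.07 over the bootstrap draws, 66.7 to 74.6%). It was 73.9% with the authors' processed intensities and 59.2% with each gene centered. The share ranged from 69.1 to 71.6% when each of the 4 unperturbed arrays was left out of the reference in turn.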

Although there were substantially fewer samples than the phenotype data (92 versus 218 strains), the samples were selected for genetic diversity and the SVD modes provide more precise summary phenotypes because they are averaged over hundreds of genes. Therefore, the analysis was sufficiently powered to identify significant interactions and map a network model with five variant-to-variant influences (Figure S4 and Table S5). Three of these were identical in direction and sign to the ME/PR model (Figure 3), with two additional interactions that did not qualify as significant in the ME/PR model. 

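The pair-scan method of Eqs. 3 to 8 was applied to the patterns of the first 3 modes over the 92 arrays. For each of the 20 directed influences it gave an effect, a standard error and a p from 10000 genotype permutations per pair, adjusted by Holm's method. The form of the standard error, with covariances between modes, was chosen after comparing 4 forms with Table S5. The covariates were the mutations past the permutation threshold of the single-locus scans. On simulated patterns without any influence, the method called at least 1 in 10 of 50 data sets. Those patterns held independent noise for each array and were tested with fewer permutations. In the data, an adjusted p below 0.05 was reached by 4 influences, all negative. They were those of *STE11-4* on *far1Δ* at −0.919 (SE 0.207, adjusted p = 0.0001 by permutation), *fus3Δ* on *bar1Δ* at −0.601 (SE 0.141, adjusted p = 0.0001), *fus3Δ* on *far1Δ* at −0.971 (SE 0.331, adjusted p = 0.0192) and *fus3Δ* on *msg5Δ* at −0.865 (SE 0.306, adjusted p = 0.0252). Without the covariances 3 influences were called, and that of *fus3Δ* on *bar1Δ* had an adjusted p of 0.16. Next came *msg5Δ* on *bar1Δ* at −0.367 (SE 0.158, adjusted p = 0.104). It was called with the authors' processed intensities, at −0.415 (adjusted p = 0.0275), where 5 influences were called in all. The count was 1 with normexp background correction, and also when the arrays of a strain were averaged, which leaves 82 columns. The pair model of *fus3Δ* and *msg5Δ* holds no product of *fus3Δ* and *STE11-4*. Of the 22 strains with both *fus3Δ* and *STE11-4* 14 carry *msg5Δ*, and 0 of the 17 with *STE11-4* and intact FUS3. The influence of *fus3Δ* on *msg5Δ* from the modes may therefore hold part of that product. With all pairs in the limma model, 0 genes were called for *fus3Δ* with *msg5Δ*.

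**Figure D3:**
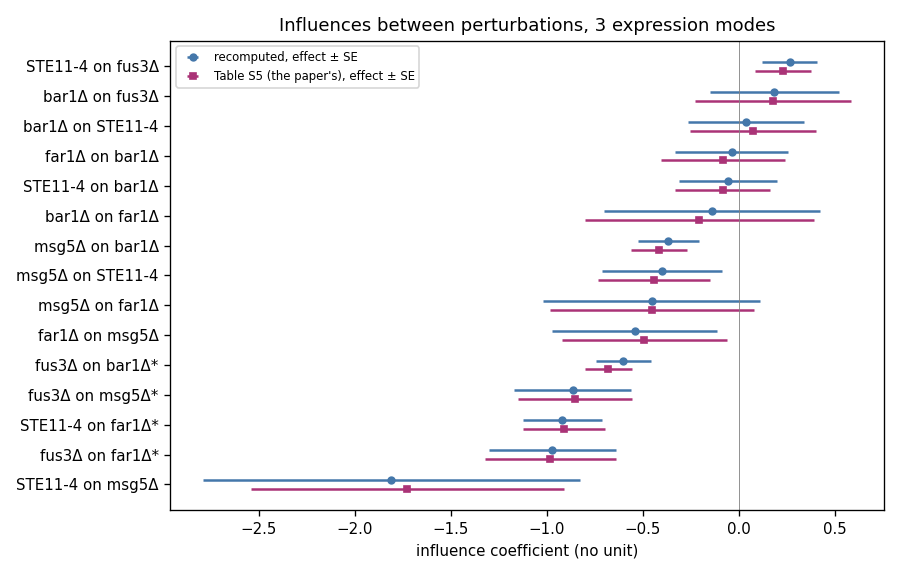
Influences between mutations from the first 3 modes (horizontal axis, no unit), with bars of 1 standard error, for the 15 of 20 influences with a standard error below 1. Circles are recomputed values and squares the paper's values from Table S5; asterisks mark the 4 recomputed influences with an adjusted p below 0.05, which lie below 0.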

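The same method applied to ME and PR of the 218 segregants of Table S1, of which 2 carry no mutation, called 6 influences. Of these, 3 were also called from the expression modes with the same sign: *STE11-4* on *far1Δ* at −0.276 (SE 0.0752, adjusted p = 0.00171), *fus3Δ* on *bar1Δ* at −0.360 (SE 0.0860, adjusted p = 0.0001) and *fus3Δ* on *msg5Δ* at −1.46 (SE 0.467, adjusted p = 0.00952), by permutation. The influence of *fus3Δ* on *far1Δ* was called from the modes only; from ME and PR its standard error was 75.6. With ME and PR of the 82 arrayed strains alone, 1 influence was called, that of *STE11-4* on *far1Δ* at −0.379 (SE 0.115, adjusted p = 0.0058).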

The two independently-analyzed data sets thus uncover generally similar interaction networks with different details. 

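With 4 modes in place of 3, the number of influences called went from 4 to 2, and with 5 modes it was also 2; in both cases they were those of *STE11-4* on *far1Δ* and of *fus3Δ* on *msg5Δ*. The influence of *STE11-4* on *far1Δ* was −0.766 (SE 0.220, adjusted p = 0.006) with 4 modes and −0.792 (SE 0.205, adjusted p = 0.003) with 5. That of *fus3Δ* on *far1Δ* had adjusted p = 0.228 and 0.248, and that of *fus3Δ* on *bar1Δ* adjusted p = 1 and 0.2.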

We added additional SVD modes to the analysis on an exploratory basis and derived similar interactions but, as expected, found decreasing significance as signals were added. For example, the *fus3Δ* suppression of *msg5Δ* obtained in the ME/PR model (*p* = 0.006) was derived at similar interaction strength when taking three, four, or five SVD modes but with decreasing significance (*p* = 0.026, *p* = 0.030, and *p* = 0.076, respectively). This reduction in significance was due to adding additional signals without increasing population size.

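The influence of *fus3Δ* on *msg5Δ* was −0.898 (SE 0.304, adjusted p = 0.0284) with 4 modes and −0.913 (SE 0.312, adjusted p = 0.0476) with 5, within 1 standard error of the value from 3 modes. With the authors' processed intensities its adjusted p was 0.023, 0.0318 and 0.0576 with 3, 4 and 5 modes; the last pair of settings was chosen after seeing the data. All p-values are from permuting genotypes. With 3 modes and other array treatments the adjusted p reached 0.611 with normexp background correction.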

## Discussion

Using only the genotype and phenotype information in our population, we identified many features of the mating pathway in haploid yeast. This serves as a strong validation of population-based analysis approach for mapping genetic interactions. Both the direct variant-to-phenotype influences and the suppressive variant-to-variant influences in our network (Figure 3) support previous findings that were based on targeted genetic perturbations. However, in some cases we did not find naively expected edges due to the averaging of direct influences over all models. While we found that the averaged influences were generally consistent, the averaging procedure occasionally resulted in insignificant mean values. For example, although we inferred a positive influence of *msg5Δ* on mating efficiency (Table S4) the averaged influence did not meet our significance criterion. The relative weakness of this effect was possibly compounded by its effect on cellular morphology during mating [33] that might be of lesser importance in the phenotypes we measured. Similarly, while *STE11-4* significantly increased both ME and PR when considered with *fus3Δ* (Figure 2D), its positive influence on ME was diluted and fell below significance when averaged over all pairs involving *STE11-4*. This was the result of averaging over the effects of all pair-wise regressions, and could lead to false negatives if real effects are averaged out. Nevertheless, the averaging procedure successfully identified effects missed in single-locus scans. We also note the variant-to-variant influences are uniquely determined and thus do not require averaging. However, resolving these genetic interactions requires that the phenotypes contain sufficient complementary information. Our network (Figure 3) represents the edges for which there is evidence in our particular data set rather than the map of all possible interactions. In this case we found that the complementary information is sufficient to recover an informative network of genetic interactions. Furthermore, we independently derived a network from a gene expression data that contained similar interactions (Figure S4), further validating our approach and results.

Because genetic interactions are always defined in the context of one or more specific phenotypes, the success of our technique crucially depends on the choice of phenotypes assayed. The quantitative accuracy and repeatability of molecular phenotypes such as gene expression are desirable for their large signal-to-noise potential. Indeed, we used microarray data to obtain a network of how interacting variants (Figure S4) combine to affect specific biological processes (Table 2 and Table S3). However, our method is also suitable to measurements at a higher level, such as quantitative cellular and physiological phenotypes, which often have greater sample sizes and are more directly related to a disease-related phenotype. Although our analysis technique involves recasting phenotypes in terms of maximum orthogonality, a crucial requirement is that the phenotypes manifest some degree of genetic overlap along with components of genetic independence. This reliance on partial pleiotropy suggests that the higher level phenotypes may be more powerful as they can involve a broader mix of partially overlapping biological processes. Indeed, the more complex biological basis of our colony-level mating efficiency assay provided the complementary information to our pheromone-specific molecular reporter necessary to successfully infer genetic interactions between alleles of mating genes.

Our method is flexible and extendable. In this study we inferred an interaction network with two quantitative phenotypes, which is the minimal but not limiting number. The analysis can be straightforwardly expanded for an arbitrary number of phenotypes (Methods, Eq. 5), and information gains can be expected for the portion of each added phenotype that is uncorrelated with existing phenotypes. However, in our gene expression analysis we found that the inclusion of additional orthogonal modes did not add novel information in terms of enriched GO processes. Furthermore, adding phenotypes without increasing the relatively small sample size weakened statistical significance. In other cases a larger sample size might resolve additional interactions and/or biological processes, but measuring genome-wide RNA abundances for a large number (e.g. hundreds) of samples remains expensive and cost constraints will often limit these measurements to a selected subset of the population based on genetic diversity or extreme phenotypic variability. In this study we followed this approach by using gene expression on a subset of samples to reveal the biology that underlies the cellular phenotypes, but our approach could have been readily applied to gene expression in the full population if resources were unlimited.

As with all statistical-based methods, our approach has analytical limitations. For more than two phenotypes a dimensional reduction occurs due to the fact that the approach is limited to pair-wise analyses and therefore a loss of fit accuracy compared to the combination of all pair-wise regressions for each phenotype independently. This is independent of the number of phenotypes (or SVD modes) fit and limits the amount of variance that can be modeled, while automatically maximizing information for each variant pair (Methods, Eq. 5). This limitation could be alleviated by performing analysis of three or more variants simultaneously [2], possibly by selectively analyzing interacting cliques in a pair-wise study, but extending beyond pair-wise analysis would likely be limited by the corresponding computational expense and statistical power requirements, especially in gene expression studies with limited sample size. The approach could also be minimally applied to interpret only locus pairs with statistically significant epistasis in one or more phenotypes; however this limited treatment may miss pair-wise interactions that become significant only when both phenotypes are jointly considered. In general, we expect the power requirements for our pair-wise approach to be equal to or less than that of standard pair-wise locus scans, with the potential power gain due to the simultaneous use of information in multiple phenotypes.

Because the analysis is defined in terms of variant effects it can theoretically address an arbitrary number of loci and can be used with multi-state models that consider multiple allele forms at each locus. In the multi-allelic case, each individual allele can be considered an independent network node. This would enable the inference of not only interactions for variants at different loci, but also intra-locus interactions to resolve allelic dominance [42]. Multiple alleles of the same gene could then be grouped according to similarity in interactions with all other variants independent of sequence similarity, allowing the inference of groups of alleles with similar gene activity such as loss or gain of function. In all cases, variant effects must be interpreted relative to the defined reference strain (Methods).

The calculations involved are individually fast and therefore the approach is scalable to many more than the five loci used here. For populations with very high genetic diversity that are genotyped or sequenced at high density, such as advanced intercross [43], [44], outcross [15], [16], or natural populations, substantial efficiency would likely be gained by pre-screening single-locus effects to prioritize potentially interacting loci. In sparsely-genotyped data augmented with imputed genotypes (e.g. Haley-Knott regression approach [45]), our method can be used to infer interactions between variants at quantitative trait loci. Finally, the approach could also be adapted to large-scale genetic interaction screens in which multiple phenotypes are measured.

Casting genetic interactions in terms of quantitative, directional variant-to-variant influences provides specific hypotheses for genetic interactions. Determining the direction of interaction between gene variants constrains possible interpretations and facilitates more specific designs for experimental validation. For example, it enables focused integration with complementary molecular data and thereby increases predictive power [2]. Furthermore, models that quantify changes in the activity of gene variants can enable predictions of the phenotypic effects of alternative alleles of the same gene as well as small molecules and biologics affecting a gene or gene product, when the alleles or agents can be characterized as a loss or gain of function [46]. Our approach therefore provides a method to reanalyze existing genetic data to translate statistical epistasis into precise and testable hypotheses.

## Methods

### Yeast Strains

We constructed two parental strains of opposite mating types that were mating-competent and together harbored all mutations (Text S1). We mated, sporulated, and selected one *MATa* progeny per tetrad to obtain a population of 218 strains with independent assortment of the five genetic variants (Figure S1). The parental strains were derived from BY4741/2 haploids with an enhanced green fluorescent protein (GFP) gene under the control of a minimal promoter with tandem pheromone response elements from the *PRM1* promoter [47] inserted at the *HIS3* locus [33]. We genotyped the deletion strains with drug-resistant markers and verified genotypes for the strains for which we collected microarray data (see below). 

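The array signal of each perturbed gene was compared between arrays with and without its mutation, as log2 signal minus the 75th percentile of the array. FAR1 read −10.2 ± 1.70 (SD, n = 45 arrays) with *far1Δ* and −0.46 ± 2.16 (n = 51) without. BAR1 read −9.98 ± 2.14 (n = 48) with *bar1Δ* and 1.65 ± 2.20 (n = 48) without, FUS3 −10.3 ± 2.18 (n = 49) with *fus3Δ* and 2.34 ± 0.617 (n = 47) without, and MSG5 −9.64 ± 1.08 (n = 39) with *msg5Δ* and 0.05 ± 0.888 (n = 57) without. The deleted gene was well above background on 5, 10, 6 and 17 of the arrays that carry the respective deletion. Set against the lowest signal well above background on each array, the signal without the deletion was at least 301-fold higher for FAR1, 1246-fold for BAR1, 1950-fold for FUS3 and 481-fold for MSG5. For FUS3 and MSG5 every array with the deletion lay below every array without it. For FAR1, strains 117C (−3.58) and 103A (−4.91) lay above the lowest array without the deletion (−5.04), and for BAR1, both arrays of 261A (−1.87 and −1.77) lay above the lowest (−4.45); the arrays without the deletion that lay this low all came from strains with *fus3Δ* and *STE11-4*. The point mutation *STE11-4* left the STE11 signal at −2.12 ± 0.536 (n = 46) against −2.15 ± 0.189 (n = 50), a limma coefficient of 0.05 (SE 0.0842, adjusted p = 0.639).

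**Figure D4:**
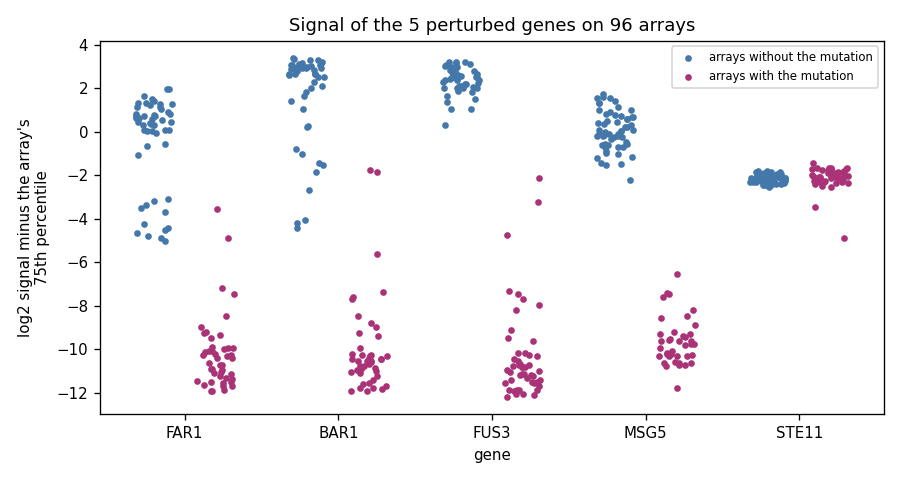
Signal of the 5 perturbed genes on each of the 96 arrays, as log2 signal minus the 75th percentile of the array (vertical axis), for arrays with and without the mutation of that gene. Each point is 1 array. FUS3 and MSG5 separate completely, and STE11, changed by a point mutation, does not.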

Eighteen genotypes at the *MSG5* locus were corrected due to the relatively error-prone DsdA insertion marker (Text S1). *STE11-4* was genotyped using Invitrogen Quant-iT Picogreen dsDNA quantitation and Sequenom hME genotyping, all following manufacturer protocols. Allele frequencies were balanced at approximately 50% across the population for all mutations except the *STE11-4* allele, which was underrepresented by 10%. This was probably due to its associated growth defect. Our population contained one or more progeny for 29 of the 32 possible genotypes, with missing genotypes due to synthetic growth defects or random chance.

### Phenotyping

Mating efficiency (ME) was measured by culturing each of our *MATa* leucine, methionine, and uracil auxotroph strains with an excess of *MATα* leucine, lysine, and uracil auxotroph [48]. We combined and gently pelleted strains grown in rich media and incubated without agitation for 5 hr at 30 C in order to allow mating. Cultures were washed and plated on synthetic dextrose media supplemented with (i) leucine and uracil to select for diploids, and (ii) leucine, uracil, and methionine to permit growth of both diploids and the *MATa* haploid strain of interest as a control. A range of dilutions was used to encompass the large dynamic range in growth and mating proficiency. From initial cultures at OD_600_ = 1, 25 µL serial dilutions of 1∶10, 1∶100, and 1∶1000 were plated on diploid-selective media and dilutions of 1∶250, 1∶1000, and 1∶2500 on control media using a Genetix QP Expression benchtop colony picking system. Colony growth was quantified by digital images and ImageJ software [49], and data were selected from the dilutions that exhibited moderate growth with clearly identifiable colonies (Figure S2). ME was scored as a ratio of diploid to control pixel counts with appropriate normalization for differences in strain dilution. Average values over two replicates were log-transformed. Six strains with zero average mating efficiency were assigned values at the extreme low end of the distribution. After processing the data formed a nearly-symmetric, unimodal distribution.

Pheromone response (PR) was quantified as the activity of the canonical mitogen-activated protein kinase (MAPK) pathway measured by the signal of an enhanced green fluorescent reporter (GFP) driven by a pheromone response element (PRE) binding site. We collected samples after 3 hours incubation at 30 C in synthetic complete media with 1 µM α-factor. Prior to flow cytometry analysis, collected cells were forced three times through a 25 1/2-gauge needle to separate cells in chains or break up cell aggregates [50]. Successful cell separation was verified microscopically. GFP fluorescence was measured using a BD Biosciences FACSCalibur flow cytometer. Log intensities were measured for two replicates of each strain and averaged to yield PR values. The log-transformed intensities formed a nearly-symmetric distribution with a single broad peak in the center. Both phenotypes were mean-centered and standard-deviation normalized to remove arbitrary scale differences in the analysis.

### Genetic Interaction Analysis

We developed a novel data analysis technique to interpret genetic interactions between variants in the population as quantitative influences (Figure 1). Although our genotyping was limited to five variant loci, the method was also designed for genotypes defined by SNP or microsatellite markers, full sequence information, imputed genotype probabilities, or other standard methods.

To fully exploit complementary information in multiple phenotypes we analyzed linear combinations that maximized orthogonality. These were defined by singular value decomposition (SVD) of a matrix of mean-centered and standard-deviation-normalized data, 

, with a row for each of the 

 samples and a column for each of the 

 phenotypes:

(1)Assuming more samples than phenotypes, the 

 matrix 

 contains the left singular vectors in columns, the diagonal 

 matrix 

 contains the singular values, and the 

 matrix 

 contains the right singular vectors in rows. Each left singular vector is a composite phenotype for all samples. For our data, the two columns of 

 were the normalized sum and difference of our original phenotypes ME and PR. We refer to these uncorrelated composite phenotypes as eigentraits ET1 and ET2, respectively. Since there is no dimensional reduction our original phenotypes can be reconstructed from our analysis on eigentraits without loss in fit quality.

We first performed linear regression for each of the five perturbed genes in isolation to identify strong-effect variants that will be treated as covariates in subsequent pair-wise regressions. For each locus we consider the model:
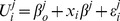
(2)The index 

 is from 1 to 

 and 

 is from 1 to 

. The variable 

 is the probability of the gene variant at the locus in the strain 

, 

 is the effect on the phenotype 

, and 

 is the residual error. For our data all 

 were binary, although the approach can be generalized to multiple alleles at the same locus with arbitrary probabilities. In that case, each allele has a unique effect and the locus might contain multiple strong-effect variants. We note that this procedure defines a single reference allele for each locus (here the wild-type) with the consequence that the resulting network is defined relative to this baseline allele and will not necessarily be invariant for a change in reference. For each locus, we defined strong-effect variants as those with a significant effect (see below). We conditioned each subsequent allele-pair scan by including strong-effect variants as covariates for the associated phenotype. Performing scans on eigentraits optimizes the choice in covariates, but if no strong effect variants are found then analyzing the original phenotypes will lead to identical results.

We next modeled every possible variant pair with main effects and an interaction term, taking the strong-effect variants as covariates. For two alleles labeled 1 and 2 we have:
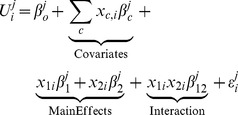
(3)The variables are defined as in Eq. 2 with the additional interaction coefficient 

 and sum over strong-effect variants as covariates (excluding alleles 1 and 2). Statistical epistasis is the occurrence of a significant interaction coefficient in this pair-wise regression. Each variant pair has an independent interaction term for each phenotype.

To derive a model in terms of variant-to-variant influences, we first reparametrized the set of interaction coefficients in terms of two new variables, 

 and 

. The value of 

 represents the inferred change in activity of the first perturbed gene when the second perturbation is present. Each 

 is posited to be independent of phenotype. This represents genetic interactions by quantifying the degree to which the two variants modify one another's influence on the downstream phenotypes. For example, one variant suppressing another will result in a negative 

 coefficient, indicating the phenotype-relevant activity of the suppressed variant is reduced. The effects of this change in activity on each phenotype were weighted by the main effect coefficient of the perturbation on that phenotype. For each phenotype we defined:
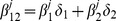
(4)This recast the 

 interaction coefficients 

 in terms of the modified activity parameters 

 and 

 that are independent of 

. This reparametrization of interaction coefficients is the fundamental idea of our approach. The activity variables were computed by matrix inversion:
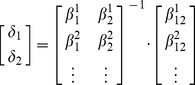
(5)For two phenotypes, such as ME and PR, the variables 

 and 

 were an exact reparametrization of the interaction coefficients. For more than two phenotypes, such as our expression modeling which involved three, the inverted main-effect matrix can be pseudoinverted for a least-squares fit.

We next translated the activity variables into two influence coefficients that quantify the variant to-variant influences. This quantifies the influence that is necessary for one variant to modify the activity of the other, as modeled with the 

 coefficients. The result is a map of how each variant influences the others, with negative influences correspond to suppression and positive influences correspond to enhancement. We rewrote the change in activity of variant 1 as an interaction coefficient (

) times the activity of variant 2, and vice-versa:
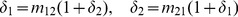
(6)The solutions for the influence coefficients are:
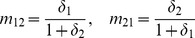
(7)By substituting the solution of Eq. 5 into Eq. 7 we obtained the influence coefficients 

 as a function of the regression parameters. This defined our model in terms of variant-to-variant influence coefficients (

) and a matrix of main-effect, variant-to-eigentrait coefficients (

). Without loss of information, we multiplied the eigentrait coefficient matrix by the singular value matrices 

 to obtain variant-to-phenotype coefficients for ME and PR (Text S1).

We assessed the significance of the influence coefficients, 

, and variant-to-phenotype coefficients using standard error analysis methods on the regression parameters [51]. For example, the variance of 

 is estimated by differentiating with respect to all model parameters:
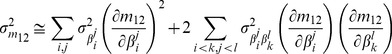
(8)The indices 

 and 

 run over regression parameters and 

 and 

 run from 1 to 

. The first sum is over individual parameters and the second double sum is the cross terms. Variances and covariances were estimated from the least-squares regression using standard methods [51]. Error analysis was of particular importance because matrix inversions can often lead to large values with larger standard errors and overall insignificant results.

After computing models for all variant pairs, we obtained two variant-to- variant influence coefficients between each variant pair (one in each direction) and variant-to-phenotype coefficients for every model that included a given variant. We averaged the latter values to estimate overall variant-to-phenotype coefficients and computed the corresponding root-mean-square error (Eq. 8). To determine significance we used effect size divided by estimated standard error as our test statistic because it could be computed for both regression coefficients and variables computed from them (e.g. 

). We first determined significance for single-locus scans. We performed 10,000 permutations of the genotype data and fit an extreme value distribution (EVD) for the maximum test statistic from each permutation. This accounts for multiple tests and empirically estimates the likelihood of chance association. We determined that a test statistic of 3.55 or greater corresponds to *p*<0.01. We repeated the procedure for pair-wise scans, permuting the genotypes of the two markers being tested in tandem. This procedure retains any linkage between the two markers and randomizes only the marginal effects after conditioning on covariates. We collected test statistics for 100,000 permutations to obtain null distributions for variant-to-phenotype and variant-to-variant influence coefficients. We computed an empirical *p*-value for each coefficient. Family-wise error rate was controlled by adjusting p-values using a step-down procedure [52]. Step-down EVDs were not used because the empirical distributions had slightly greater support at higher values than fitted EVDs and thus the EVDs would artificially inflate significance. A significance cutoff of adjusted *p*<0.05 was used in our network (Figure 3) and all estimated p-values are reported in Table S4.

### Gene Expression Analysis

We used gene expression analysis to identify the different biological processes that underlie the ME and PR phenotypes. We collected 96 samples representing 28 unique genotypes in our population, with the majority of genotypes represented by three independently-derived segregants. Samples were collected after 3 hours of agitated incubation in synthetic complete media with 1 µM α-factor. Cells were prepared with Qiagen RNeasy Mini kits and target labeling was performed using Agilent One-Color Microarray-Based Gene Expression Analysis kit and protocols. Samples were hybridized to Agilent (V2) Yeast Gene Expression Microarrays following manufacturer's protocols. Signals from duplicated probes were averaged. For most genotypes without three independent segregants in our population we obtained biological replicates; however one of the genotypes is represented by a single sample and four were represented by two samples. Expression intensities for each gene were expressed as log2 ratios relative to mean expression of the unperturbed strain (wild-type) under the same experimental conditions.

We used SVD to rearrange the data into a series of global expression patterns, or modes, and sets of genes that show those patterns [38]. SVD was performed on the data matrix of all 6208 genes plus two phenotypes by the 92 perturbed strains, mathematically separating the data matrix into a set of ‘modes’ defined by quantitative patterns within the data. Each mode is manifest in the data as a global expression pattern that contributes to the expression of each gene to a degree varying from negligible to predominant. The expression of each gene can be expressed as a linear combination of these global patterns, each multiplied by the entries of a weight vector unique to that gene. We followed the procedures in a previous publication [53] to identify gene sets associated with each mode and to query those sets for enriched Gene Ontology annotations and transcription factor targets. Briefly, for each expression mode we identified genes with mode weights of two or more standard deviations from the mean. For each mode, significant genes with positive weights were assigned membership in one set and those with negative weights in another, composing two gene sets. These gene sets (Table 2 and Table S3) were queried for enrichment of GO [54] biological process annotations and transcription factor targets [55]–[57] using Fischer's exact test (Table 2 and Table S3). Since GO annotations have a large degree of interdependence, we performed permutation tests on gene names and estimated a false discovery rate of 0.6% for our *p*-value cutoff of *p*<10^−4^, suggesting less than one in one hundred of our enrichments are false positives. Transcription factor targets were Bonferroni corrected for the 119 assessed factors.

### Gene Expression Data

Gene expression data have been deposited in the Gene Expression Omnibus, accession GSE34787.

## Supporting Information

Figure S1 Yeast intercross design. Two parental strains of indicated genotypes were mated and the resulting diploid was sporulated to produce 218 haploid strains, each selected to be *MATa* but otherwise harboring a random assortment of mutations.
(PNG) Click here for additional data file.

Figure S2 Mating efficiency assay. Four representative strains ranging from low (48A, left) to high (51B, right) mating efficiency. Diploid rows show colonies grown from successful mating. Diploid+haploid row shows combination growth of the named strain mated diploids, which serves as a growth control. Values are ratio of pixel counts for the most readily quantified dilution (multiple, well-separated colonies) to the growth control (bottom row).
(PNG) Click here for additional data file.

Figure S3 Gene expression for the first three SVD modes. Strains are separated by genotype.
(PNG) Click here for additional data file.

Figure S4 Combined genetic influence network for SVD expression modes, mapping positive (green) and negative (red) influences between mutations and on the expression phenotypes. Edge width represents interaction strength.
(PNG) Click here for additional data file.

Table S1 Strain genotypes and phenotypes.
(XLSX) Click here for additional data file.

Table S2 SVD gene sets.
(XLSX) Click here for additional data file.

Table S3 SVD gene set GO biological process annotation and transcription factor enrichments for gene expression sets.
(XLSX) Click here for additional data file.

Table S4 Results for all computed influence parameters for ME and PR phenotypes.
(XLSX) Click here for additional data file.

Table S5 Results for all computed influence parameters for gene expression modes.
(XLSX) Click here for additional data file.

Text S1 Supplemental text containing details of strain constructions and methods.
(DOCX) Click here for additional data file.

# Supplementary material for: Use of Pleiotropy to Model Genetic Interactions in a Population
**Source:** PLoS Genet. 2012 Oct 11;8(10):e1003010. doi: 10.1371/journal.pgen.1003010
**Supplement:** Text S1 — Supplemental text containing details of strain constructions and methods.

**Use of Pleiotropy to Model Genetic Interactions in a Population**

Gregory W Carter, Michelle Hays, Amir Sherman, Timothy Galitski

**SUPPORTING TEXT**

**Strain Construction**

All strains in the yeast population were derivatives of BY4741/2 haploids with a PRE-GFP insertion at the *HIS3* locus [[1](#_ENREF_1)], genotype *MATa leu2Δ0 met15Δ0 ura3Δ0 his3::HIS3::PRE-GFP.* Gene deletions were made using a PCR-based strategy in which the KanMX4 “barcode” deletion allele [[2](#_ENREF_2)], the NatMX4 allele [[3](#_ENREF_3)], and DsdAMX4 [[4](#_ENREF_4)] allele were amplified, transformed into our progenitor strain, and verified by PCR and tetrad dissection. Standard methods were used for all transformations [[5](#_ENREF_5)]and crosses to construct haploid mutant derivatives. Plasmid pMKV001 containing the DsdA allele was kindly provided by the Dudley Lab at Institute for Systems Biology.

The *bar1::HphMX4* gene deletion was obtained from a previous study [[1](#_ENREF_1)]. The *fus3::NatMX4* gene deletion was constructed using primers Fus3Nat_F (5’ - AG GCA GAG AAA AAG AAA GGA AAA TAA TAT GCC AAA GAG GCA TAG GCC ACT AGT GGA TCT G – 3’) and Fus3Nat_R (5’ - T GTT CTT CGG GTT GAT ATT TTA ATG ATA ATG ATG GCT CAG CTG AAG CTT CGT ACG C - 3’). The *far1::KanMX4* gene deletion was constructed using primers Far1_KanMX4_F (5’ – AAA AGC AAA AGC CTC GAA ATA CGG GCC TCG ATT CCC GAA CTA CTA GCA TAG GCC ACT AGT GGA TCT G – 3’) and Far1_KanMX4_R (5’ – ATC CAC TGG AAA GCT TCG TGG GCG TAA GAA GGC AAT CTA TTA ATG CAG CTG AAG CTT CGT ACG C – 3’). The *msg5::DsdA* gene deletion was constructed using primers Msg5_dsdA_F (5’ – AAA CAT TCT TTT TTT TTT CTT CAT TTA AGT ATA AGA CAA CAA TAG TAG CGG AAG CGA TAG TAA GCA TAG GCC ACT AGT GGA TCT G – 3’) and Msg5_dsdA_R (5’ – GCT AAG TAC ATT CTA TTT AGA AGC GTA GGG AGG CGG TCT GCC TGC AGA TCT GAT AGT CAT AAA CAG CTG AAG CTT CGT ACG C – 3’).

The *STE11-4* allele, a C→T substitution at gene position 1787 (ChrXII:851652), was constructed with two-step gene replacement (Prinz, Shelby, and Galitski, unpublished). A URA3 gene was amplified from plasmid pRS306 [[6](#_ENREF_6)] and inserted into the STE11 gene using primers ste11_1787::URA_F (5’ – GCA AAT ATT TTG ATT GAT ATC AAA GGT TGC GTA AAA ATT ATA ACT ATG CGG CAT CAG AGC – 3’) and ste11_1787::URA_R (5’ – TTT ATT CAA AGG TGA TAA TTT TTT TGA AAT ACC AAA ATC ACC TGA TGC GGT ATT TTC TCC – 3’). The *URA3* was ejected using primers ste11T596I_F (5’ – CAG AGA TAT CAA GGG TGC AAA TAT TTT GAT TGA TAT CAA AGG TTG CGT AAA AAT TAT TGA TTT TG – 3’) and ste11T596I_R (5’ – CTC TCT TAT TTT GTT TTT TAT TCA AAG GTG ATA ATT TTT TTG AAA TAC CAA AA TCA ATA ATT TTT – 3’). *STE11-4* strains were selected on 5-FOA media.

Mutations were integrated sequentially to produce the parental genotypes *MATa fus3::NatMX4 far1::KanMX4 STE11-4 leu2Δ0 met15Δ0 ura3Δ0 his3::HIS3::PRE-GFP* and *MATα bar1::HphMX4 msg5::DsdAMX4 leu2Δ0 met15Δ0 ura3Δ0 his3::HIS3::PRE-GFP.* These strains were mated, sporulated, and tetrads dissected using standard methods. All tetrads were scored for mating type and drug resistances and a single *MATa* progeny from each tetrad was selected for *STE11* genotyping by Sequenom hME.

**Matrix Formulation of Reparametrizaton**

The model can be expressed in matrix form, with samples over phenotypes and covariates:

If we write this as , it follows that the original phenotype matrix is

We define the direct influences as to recompose the SVD and have . This is our final result, in which the phenotype is modeled as a genotype design (the design matrix of the pair-wise regression), the interaction matrix that contains the interactions that can be expressed in terms of variant-to-variant influences and , and the coefficient matrix that contains the direct effects on the phenotype from the variant pair and covariates.

**SUPPORTING REFERENCES**

1. Taylor RJ, Falconnet D, Niemisto A, Ramsey SA, Prinz S, et al. (2009) Dynamic analysis of MAPK signaling using a high-throughput microfluidic single-cell imaging platform. Proceedings of the National Academy of Sciences of the United States of America 106: 3758-3763.

2. Winzeler EA, Shoemaker DD, Astromoff A, Liang H, Anderson K, et al. (1999) Functional characterization of the S. cerevisiae genome by gene deletion and parallel analysis. Science 285: 901-906.

3. Goldstein AL, McCusker JH (1999) Three new dominant drug resistance cassettes for gene disruption in Saccharomyces cerevisiae. Yeast 15: 1541-1553.

4. Vorachek-Warren MK, McCusker JH (2004) DsdA (D-serine deaminase): a new heterologous MX cassette for gene disruption and selection in Saccharomyces cerevisiae. Yeast 21: 163-171.

5. Guthrie C FG (1991) Guide to yeast genetics and molecular biology. New York: Academic Press.

6. Sikorski RS, Hieter P (1989) A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in Saccharomyces cerevisiae. Genetics 122: 19-27.

How the deposited data were processed for this re-analysis (not part of the article)

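The data are 96 one-color Agilent (V2) yeast arrays of 84 strains in 28 genotypes, each with RNA of 1 culture exposed to 1 µM α-factor for 3 h. The strain of every array was taken from its sample label and the genotype of that strain from Table S1; collection batches follow the collection days in the labels. Strains of a genotype are separate segregants, and repeat arrays of a strain were averaged in correlations and treated as a random block in limma. The SVD and the influence network took each of the 92 arrays of perturbed strains as a column, and averaging them to 82 is among the alternatives. The authors extracted spot intensities with Agilent Feature Extraction, whose background-subtracted and detrended intensity, without scaling between arrays, was deposited for each array together with the mean spot intensity, the local background and the quality flags. The authors also deposited a table of processed intensities; comparing each of its 96 columns with the scanner values gave a rank correlation of 1 with the mean spot intensity, and its sorted columns differed by at most a relative 0.0041, so it holds quantile-scaled mean intensities without background subtraction, on a linear scale. The paper's text gives log2 ratios to the mean of the unperturbed strain and the averaging of duplicate spots, and does not name the scaling between arrays.

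The main values here were log2 of the background-subtracted intensity minus the 75th percentile of the array. Each array has 13048 features, of which 12512 spots are not controls and belong to 6256 probes with 2 spots each. Spots that Feature Extraction marked as outliers (at most 178 per array) were left out, except for 397 of 595968 gene values for which every spot was marked. The 6227 names on the array gave 6208 genes after 19 names of other kinds than open reading frames and transcripts were left out; 25 genes had more than 1 probe, which were averaged. Gene names were those of the array, matched for 5738 genes to a RefSeq table of assembly R64; the array's design used an older assembly, so no coordinates are given, and R64 served only for gene names, chromosomes, arms and neighbors. In all, 6047 genes were well above background on at least 48 of the 96 arrays. No spot was saturated, and a median of 96.7% of spots was well above background. The number of arrays limits the precision.

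The SVD followed the paper: log2 ratios to the mean of the 4 unperturbed arrays for 92 arrays, ME and PR from Table S1 as 2 further rows scaled to a standard deviation of 2, and no centering. Mode signs were set so that the positive set of Table S2 had the higher mean weight. The copy of Table S2 used here holds 168, 108, 178, 95, 146 and 127 genes of the 169, 109, 179, 96, 147 and 128 stated for its sets, so no overlap with Table S2 was computed, although one had been planned. From Table S3, 3 gene lists were used: conjugation with cellular fusion of the positive set of Mode 2 (25 genes), cell cycle of the negative set of Mode 1 (32) and cellular amino acid metabolic process of the positive set of Mode 1 (44), each without the 4 deleted genes. The study chose these lists on these arrays. Errors of shares and weights are standard deviations over 200 bootstrap draws of the strains. Correlations were tested by two-sided permutation with 100000 resamples and adjusted by Benjamini-Hochberg, and intervals for differences of absolute r come from 10000 bootstrap draws. The permutations and draws took strains of the same genotype as independent, though genotype explained 90.2% of the variance of the Mode 1 pattern.

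Gene-wise models were fitted with limma 3.58.1 (R 4.3.3, statmod 1.5.0), with empirical Bayes moderation, Benjamini-Hochberg adjustment at 0.05 and the strain as a random block; the consensus correlation of repeat arrays was 0.672 in the model of 5 additive mutations, 0.775 in that of ME and PR and 0.576 in that with the 10 pairs of mutations. Gene lists were tested with camera at a preset correlation of 0.01 and with fry. The influence network followed Eqs. 3 to 8 with 10000 genotype permutations per pair, Holm adjustment over 20 influences, and as covariates the mutations past the 99th percentile of the permuted single-locus scans (3.55 in absolute value). The paper used 100000 permutations for this step. Cross terms in Eq. 8 were taken to include covariances between modes, a form chosen among 4 by comparing the standard errors from the authors' processed intensities with Table S5; the form without them is among the alternatives. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

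The models were tested on simulated data. With 200 genes changed in each comparison on the 6208 genes, the additive model recovered 93.5% of those of each deletion and 96.5% of those of *STE11-4*, the model of ME and PR 100% and 99.5%, and the model with pairs between 50.5 and 71% depending on the pair. The network method made a call in 10 of 50 data sets without any influence. It called a simulated influence of *fus3Δ* on *msg5Δ* in 6 of 50 data sets and one of *STE11-4* on *far1Δ* in 17 of 50. Beside these it made 17 false calls over the 50 data sets. The noise was independent for each array, with the SD left by the additive fit, and fewer permutations per pair were used than for the data. That SD counts products of mutations as noise. For Mode 2 the additive fit explained 45.5% of the variance, against 90.9% with pairs. The rates of detection may therefore be lower than in the data.

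Tests, most main settings and alternatives and the rule for the genes named were fixed before the data were examined; the form of the standard errors in the network was not. The genes named are the 5 perturbed genes, the 7 regulators GCN4, STE12, SWI4, SWI6, MBP1, DIG1 and TEC1, the 3 largest positive and negative weights of each mode, the 3 largest increases and decreases of each mutation past the threshold, and the neighbors of the deleted genes. The alternatives were normexp background correction of the mean intensity (offset 50), quantile scaling, no scaling, the authors' processed intensities, leaving out dim genes, each unperturbed array or the deleted genes, centering genes, averaging repeat arrays, removing or fitting the collection batch or the slide, array weights, the replicate number as a block, averaging spots on the linear scale, an SVD without the ME and PR rows, leaving out strains at the floor of ME, a threshold of 3 SD for the mode sets, the paper's covariate threshold of 3.55, and 2, 4 or 5 modes in the network. The gene list for STE12 targets in Table S3, shortened in the copy at hand, and the enrichment of annotations were not used here.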

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

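The tests of explanations in this part, the comparison of strains with and without FUS3, and the test of the product of *fus3Δ* and *STE11-4* were chosen only after the results they bear on were seen.

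Within 9 genotypes of 4 to 10 strains, 54 groups of values were screened for a strain far from the others, and 3 had one past Dixon's 95% critical value, where chance gives about 1 in 20 groups. The *bar1Δ* strain 6A had the highest mean log2 ratio of the conjugation genes, 1.21 against 0.84 to 0.90 in the other strains, a gap of 0.834 of the range. Under the 4 other array treatments the gap was at most 0.819 of the range and no longer past the critical value, so its distance may come from the scaling and background treatment of the arrays. No biological explanation was tested, since the strains of the group share 1 genotype.

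The *bar1Δ* *STE11-4* strain 39A had the lowest mean log2 ratio of the conjugation genes, 0.058 against 0.77 to 0.92, a gap of 0.819 of the range. It stayed past the critical value with quantile scaling (0.813), normexp background correction (0.828) and the authors' processed intensities (0.844), which argues against the scaling alone, but not without scaling (0.483). Its 2 arrays read −0.39 and 0.50. With the first array alone the gap was 0.880 of the range and with the second alone 0.628, below the critical value, so a single array may account for the low value. The arrays came from different batches and slides. No biological explanation was tested, since the strains share 1 genotype.

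The *far1Δ* *STE11-4* strain 24B had the lowest Mode 2 pattern of its genotype, −0.00529, a gap of 0.965 of the range. The gap was 0.928 with quantile scaling, 0.817 with normexp, 0.840 with the authors' processed intensities and 0.358 without scaling, where it was below the critical value. Its genes on chromosome III were lower by a median of −0.43, but without the chromosome III genes the gap was 0.977, so they do not account for it. What else sets this strain apart stays open, and no biological explanation was tested.

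PR followed Modes 2 and 3 differently in the 37 strains with FUS3 and the 45 *fus3Δ* strains. Its r with Mode 2 was 0.870 and 0.232 (difference of Fisher's z 1.10, adjusted p = 0.0003 over 6 relations), and with Mode 3 it was −0.842 and 0.00375 (difference −1.23, adjusted p = 0.0003). For ME and Mode 3 it was −0.518 and 0.393 (difference −0.99, adjusted p = 0.0004). The p are from 10000 permutations of the FUS3 genotype, whose smallest p is 0.0001. The collection batch alone is argued against, since with batch means removed the differences had permutation p = 0.0001, 0.0001 and 0.0004. So is a narrower range of the phenotypes over all *fus3Δ* strains, whose SD was 0.691 for PR (0.683 with FUS3) and 1.38 for ME (1.03 with FUS3). By class the SD of PR was 0.745 with neither mutation, 0.532 with *STE11-4*, 0.553 with *fus3Δ* and 0.811 with both. A narrower range of PR therefore stays open between the classes without *STE11-4*. The spread of the mode patterns was not compared, so a narrower range of the patterns stays open too. Nor do the strains with both *fus3Δ* and *STE11-4* account for all of it: without them the differences had permutation p = 0.0016, 0.002 and 0.0464. Within genotype classes, r of PR with Mode 2 was 0.826 with neither mutation (20 strains), 0.958 with *STE11-4* (17), 0.325 with *fus3Δ* (23) and 0.308 with both (22). With Mode 3 it was −0.840, −0.924, −0.443 (unadjusted permutation p = 0.0342) and −0.103 in the same order. The r of ME with Mode 3 was −0.797, −0.162 (permutation p = 0.533), −0.0710 and 0.228, so of the 2 classes with FUS3 only that without *STE11-4* showed the relation at this number of strains; the difference between these classes was not tested, and for ME no explanation by FUS3 is offered. A hypothesis within the design is that PR, read from a reporter of the MAPK pathway, may follow the transcription summarized in Mode 2, and less clearly that in Mode 3, less closely without FUS3; it was found and tested on the same strains.

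The effect of *STE11-4* on the 25 conjugation genes differed between strains with and without FUS3. Their mean log2 ratio was 0.21 ± 0.784 (SD, n = 20 strains) with neither mutation, 0.37 ± 0.451 (n = 17) with *STE11-4*, 0.18 ± 0.333 (n = 23) with *fus3Δ*, and −3.80 ± 1.09 (n = 22) with both, where 22 of 22 strains lay below the unperturbed strain. The product of the mutations was −4.37 (SE 0.382; p = 1e-05 by permutation, the smallest it can give). Over the 24 arrays of these strains the median log2 ratio was −7.16 for PRM1, −5.92 for FUS1, −5.56 for MFA1, −3.38 for STE2 and −2.71 for GPA1, and −0.06 for ACT1. The collection batch is argued against, since within batches 1 to 4 the effect of *STE11-4* in *fus3Δ* strains was −4.08, −4.21, −3.52 and −3.44 (batch 5 holds no such strain), against 0.65, −0.11, −0.0038, −0.053 and −0.55 with FUS3 in batches 1 to 5. The array treatment is too: the product ranged from −4.54 without scaling to −4.14 with normexp. Strains wrongly taken for *fus3Δ* are argued against by the FUS3 signal, of which the highest on any *fus3Δ* array was −2.13 and the lowest on any other array 0.28. A large share of normally responding cells is argued against by PRM1, which lay below 10% of its unperturbed level on 20 of the 24 arrays (median 0.736%). Further mutations in these strains cannot be told apart from the effect of the genotype, since the scores differed between the strains (SD 1.09) and no sequence was analyzed; the repeat arrays of strains 59C and 49A differed by 0.097 and 1.47. As a hypothesis, an active STE11 in the absence of FUS3 may lower the expression of pheromone-response genes.

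On chromosome III, with 172 genes, the median log2 ratio relative to the array's median was −0.62 in strain 5A, −0.55 in 1B and −0.51 in 12C, against at most 0.046 in absolute value for any chromosome of the unperturbed arrays. The shifts of 24B (−0.43) and of the first of 2 arrays of 213C (−0.37; −0.074 on the second) came next, and these 5 arrays come from 4 collection batches and 5 slides, which argues against a batch. The smallest of the 3 largest shifts under the other array treatments was −0.46, so the scaling does not account for them. Over the 5 arrays, the brighter genes of the chromosome were lower by at least a median of −0.41 and the genes of the left arm by at least −0.37, which argues against dim probes and against a change of the right arm only. All 5 arrays carry *STE11-4* without *fus3Δ* or *bar1Δ*. The 9 strains of that genotype class had a mean shift of −0.28 (SD 0.250) and the other 73 strains of −0.0078 (SD 0.0436). The class was chosen from the shifted arrays themselves, so a test of this difference (permutation p = 1e-05, the smallest it can give) decides nothing, and only 5 of the 9 lay below every other strain. Affected and unaffected strains share the genotype: 54D lay at −0.016 beside 5A, 1B and 12C. Likewise 301A, 55A and 30B lay at −0.033, −0.040 and −0.073 beside 24B. These values argue against the genotype alone as the cause. Whether the genotype favors a change in single strains, such as in chromosome number, cannot be told, since no sequence was analyzed.

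Among mating-type genes, MFA1, an a-specific gene, was lowest on the second array of 59C (*fus3Δ* *STE11-4*), at −7.61, MFA2 at −5.72 and STE2 at −5.50 on 9B, which also carries both mutations. These genes belong to the low expression in that genotype described above, with the same tests; the smallest effect of *STE11-4* within a batch of *fus3Δ* strains was −3.44. Among α-specific genes, MFALPHA1 was highest in the *far1Δ* *fus3Δ* strain 149A, at 2.89, against −1.22 to 1.36 on the unperturbed arrays. In 149A, MFALPHA2 was −1.21 and STE3 0.74, within the ranges over all arrays of −3.67 to 1.45 and −1.27 to 0.77. Whether α cells were in that culture cannot be told apart from a change of MFALPHA1 alone, since the 3 genes did not move together and MFALPHA2 was also low on an unperturbed array, at −1.10. No biological explanation was tested.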

How the results depend on the processing

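Of the alternatives, those leaving out the strains with both *fus3Δ* and *STE11-4*, leaving covariances between modes out of the standard errors, using the authors' processed intensities with 4 or 5 modes, and all those of the gene list counts, of the product of *fus3Δ* and *STE11-4* and of the chromosome III shifts were chosen after seeing the data. Over 63 results and 792 alternative values, 670 kept their direction and side of the threshold, moved by less than the spread or, for counts of genes, stayed within 1.5 times, 31 fell below the threshold, 5 rose past it, 72 moved by more than the spread and 14 changed sign. Modes were matched by their rank, so some of these changes compare different patterns, as given below. Unless stated, the cause of a change was not tested. All 42 alternative values of the correlations of list scores with ME and PR kept direction and threshold, as did the 5 of the product of *fus3Δ* and *STE11-4*, which ranged from −4.54 to −4.14. The r of ME with Mode 1 did so in all 14 alternatives (0.600 to 0.792). Total counts stayed within 1.5 times for the genes changed by *bar1Δ*, *fus3Δ* and *STE11-4* in all 14 each (1571 to 2052, 2849 to 4097 and 2769 to 3634), for those associated with ME in all 8 (2445 to 3251) and for the epistasis of *bar1Δ* with *fus3Δ* (1171 to 1687) and of *fus3Δ* with *STE11-4* (2364 to 3331) in all 8. The directions behind these totals did not hold without scaling, where they were 179 higher and 1458 lower for *bar1Δ*, 2032 and 737 for *STE11-4*, and 928 and 1517 for ME, against 985 and 907, 1479 and 1739, and 1788 and 1445.

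With each gene centered, which removes the mean of each pattern by construction, Mode 1 held 37.6%, Mode 2 14.0% and the first 3 modes 59.2%. The absolute r of its patterns with those of the same rank was 0.966, 0.325 and 0.0961 for Modes 1 to 3; Mode 2 came closest to the first centered mode (0.895) and Mode 3 to the second (0.958). The values for centered modes 2 and 3 therefore belong to other patterns, and their signs are not changes of the same weights. The weights were 0.0517, −0.0324 and −0.0154 for ME on Modes 1 to 3 and 0.0410, −0.0385 and 0.00534 for PR, the r with Mode 2 −0.243 (adjusted p = 0.0406) for ME and −0.347 (adjusted p = 0.00252) for PR, and the r with Mode 3 −0.0755 (adjusted p = 0.599) and 0.0361 (adjusted p = 0.748) by permutation. The negative set of Mode 1 then held 18 cell cycle genes, the positive set 20 amino acid metabolism genes, the positive set of centered mode 2 11 conjugation genes and that of centered mode 3 201 genes; the positive set of centered mode 1, the closest to Mode 2, held 22 conjugation genes. The influence of *fus3Δ* on *bar1Δ* became 0.408 (adjusted p = 1) and that of *fus3Δ* on *far1Δ* −0.607 (adjusted p = 0.0972).

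Without scaling between arrays, Mode 1 held 39.7%, Mode 3 12.5% and the first 3 modes 66.9%. The third mode was another pattern (absolute r of 0.365 with Mode 3). Its weights were 0.00284 for ME and 0.0175 for PR, with r of 0.0888 (adjusted p = 0.515) and 0.00781 (adjusted p = 0.945) by permutation, and its positive set held 204 genes. Limma called 807 genes with PR, 9 with *msg5Δ*, 143 for *far1Δ* with *STE11-4*, 9 for *far1Δ* with *fus3Δ* and 0 for *far1Δ* with *bar1Δ* (403 at an unadjusted p below 0.05). Of the influences 2 were called; that of *STE11-4* on *far1Δ* was −0.199 (adjusted p = 1) and that of *fus3Δ* on *msg5Δ* −0.822 (adjusted p = 0.205). Directions without scaling were 1 higher and 8 lower for *far1Δ* with *fus3Δ*, 91 and 52 for *far1Δ* with *STE11-4*, 1570 and 112 for *bar1Δ* with *fus3Δ*, and 553 and 1811 for *fus3Δ* with *STE11-4*.

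With normexp background correction the weight of ME was 0.0418 on Mode 1 and −0.0228 on Mode 3, where its r was −0.183 (adjusted p = 0.0943 by permutation). The third mode, whose absolute r with Mode 3 was 0.408, had 498 and 74 genes in its sets, *msg5Δ* changed 19 genes, and the epistasis counts were 2 for *far1Δ* with *bar1Δ*, 15 for *fus3Δ* with *msg5Δ*, 1 for *bar1Δ* with *STE11-4* and 1 for *msg5Δ* with *STE11-4*; 606 higher and 426 lower for *far1Δ* with *STE11-4*, 479 and 1208 for *bar1Δ* with *fus3Δ* and 2 and 8 for *far1Δ* with *fus3Δ*. In the network 1 influence was called, with −0.521 (adjusted p = 1) for *STE11-4* on *far1Δ*, −0.451 (adjusted p = 1) for *fus3Δ* on *far1Δ* and −0.919 (adjusted p = 0.611) for *fus3Δ* on *msg5Δ*. The chromosome III shifts of 1B and 12C were −0.47 and −0.46, under the threshold of 0.5. With quantile scaling the shift of 12C was −0.496, the count for *far1Δ* with *bar1Δ* was 11 (2 higher, 9 lower), *fus3Δ* with *STE11-4* gave 1832 higher and 1348 lower, and the influence of *msg5Δ* on *bar1Δ* was called at −0.394 (adjusted p = 0.0299).

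With the authors' processed intensities the first 3 modes held 73.9%, the counts were 6 for *far1Δ* with *bar1Δ*, 1 for *bar1Δ* with *STE11-4* and 1 for *msg5Δ* with *STE11-4*, *fus3Δ* with *STE11-4* gave 1807 higher and 1342 lower, *msg5Δ* on *bar1Δ* was called at −0.415 (adjusted p = 0.0275), and the shifts of 1B and 12C were −0.488 and −0.482. With 4 modes on these values, *fus3Δ* on *bar1Δ* was −0.617 (adjusted p = 0.644), *fus3Δ* on *far1Δ* −0.615 (adjusted p = 0.272) and *msg5Δ* on *bar1Δ* −0.439 (adjusted p = 0.0368). With 5 modes, 1 influence was called, and these were −0.522 (adjusted p = 0.299) and −0.635 (adjusted p = 0.321), and *fus3Δ* on *msg5Δ* −0.872 (adjusted p = 0.0576).

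With batch means removed Mode 1 held 51.7%, Mode 2 13.0% and the first 3 modes 73.6%, the weight of ME on Mode 1 was 0.0306, *fus3Δ* on *far1Δ* was −0.993 (adjusted p = 0.167) and *msg5Δ* on *bar1Δ* −0.430 (adjusted p = 0.0359). With the collection batch as a covariate *fus3Δ* on *far1Δ* was −0.991 (adjusted p = 0.212), and as a term in limma it gave 58 genes for *msg5Δ* and 1500 for *far1Δ* with *STE11-4*, with 5 higher and 17 lower for *far1Δ* with *fus3Δ*. With the slide as a term the counts were 703 for *far1Δ*, 75 for *msg5Δ* (45 higher, 30 lower), 60 for *far1Δ* with *bar1Δ* (8 higher, 52 lower), 1499 for *far1Δ* with *STE11-4* and 12 for *bar1Δ* with *STE11-4*. Array weights gave 499 genes for *msg5Δ* (193 higher, 306 lower). Leaving out dim genes raised the first 3 modes to 71.8%, and leaving out the deleted genes put 11 cell cycle genes in the positive set of Mode 2. Taking the replicate number in the labels as a replicate block gave 19 genes for *msg5Δ* and changed no other count by over 1.5 times; over 91 pairs of arrays, deviations from the genotype means correlated at a median of 0.00447 with the same number and −0.0102 with another, and at −0.579 at the lowest, so the numbers do not pair the samples.

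With repeat arrays averaged, which leaves 82 columns, 1 influence was called: *fus3Δ* on *bar1Δ* was −0.722 (adjusted p = 0.221), *fus3Δ* on *far1Δ* −0.984 (adjusted p = 0.0581) and *fus3Δ* on *msg5Δ* −0.914 (adjusted p = 0.0581), and 2 genes were called for *fus3Δ* with *msg5Δ*. With 4 modes 2 influences were called, with −0.577 (adjusted p = 1) for *fus3Δ* on *bar1Δ* and −0.602 (adjusted p = 0.228) for *fus3Δ* on *far1Δ*, and with 5 modes also 2, with −0.492 (adjusted p = 0.2) and −0.607 (adjusted p = 0.248). Without the covariances between modes, *fus3Δ* on *bar1Δ* had an adjusted p of 0.16 at −0.601. A threshold of 3 SD left 68, 47, 83, 24, 34 and 32 genes in the positive and negative sets of Modes 1 to 3, as a stricter threshold must leave fewer.

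Without each of the 4 unperturbed arrays in turn, Mode 1 held 42.1 to 48.8% and *msg5Δ* on *bar1Δ* ranged from −0.392 to −0.375, called at −0.392 (adjusted p = 0.0302) without the third array of G1890. Without the strains with both *fus3Δ* and *STE11-4*, Mode 1 held 38.0% and the first 3 modes 65.1%; the weights were 0.0112, 0.0636 and −0.00277 for ME and −0.0505, 0.0977 and −0.0275 for PR. The r with Mode 3 was 0.0203 (adjusted p = 0.876) for ME and −0.139 (adjusted p = 0.346) for PR, and that of PR with Mode 1 0.252 (adjusted p = 0.0796). These modes are in part other patterns, with 69 of the 169 and 62 of the 187 genes of the positive sets of Modes 1 and 2. The positive sets of Modes 1 and 2 then held 0 and 12 conjugation genes, the latter 0 cell cycle genes, and the difference of absolute r with ME and PR was −0.302 for the conjugation genes and 0.172 for the amino acid metabolism genes. Over all 82 strains these differences were 0.114 and 0.207. On the dimmest array 86.8% of the spots were well above background, and leaving out dim genes changed only the share of the first 3 modes beyond the spread.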

Differences from the paper's values

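Apart from the settings named as such, 1 choice in this part was made after results were seen: the form of the standard errors of the influences, taken among 4 by their match to Table S5, so the comparisons of influences and their p-values with the paper's are not independent of it. Of 54 values set beside the paper's, 4 counted as different, 1 of them by its sign alone. The weight of ME on Mode 1 was 0.0355 (bootstrap SD 0.00438), and the paper's is about 0.040 in Fig. 4, read by eye. Of the alternatives set before the data were examined, normexp background correction, the authors' processed intensities, leaving out dim genes, the first or second array of G1890 or the deleted genes, and averaging repeat arrays gave a value not different from the paper's (0.0418, 0.0395, 0.0362, 0.0368, 0.0372, 0.0385 and 0.0360). Quantile scaling, no scaling, leaving out 50B or the third array of G1890, centering, removing batch means and averaging spots on the linear scale did not.

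The adjusted p of the influence of *fus3Δ* on *msg5Δ* with 5 modes was 0.0476, and the paper's is 0.076. With the authors' processed intensities and 5 modes, a setting chosen after seeing the values, it was 0.0576. None of the alternatives set before the data were examined gives another value with 5 modes. For the same influence from ME and PR, the adjusted p was 0.00952 and the paper's is 0.006; ME and PR come from Table S1, so no array treatment applies.

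The influence of *far1Δ* on *STE11-4* was −11.8 (SE 302.8), and the paper's is 4.02759 in Table S5 with a standard error of 51.0; they differ in sign, by less than either standard error. It had the paper's sign with quantile scaling (25.9), the authors' processed intensities (4.06), without the first or second array of G1890 (0.388 and 0.374), without the deleted genes (0.710), with 4 or 5 modes (0.146 and 0.0553) and, in a setting chosen after seeing the values, with the authors' processed intensities and 4 modes (0.189). It was negative under the other alternatives.

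The paper maps 5 influences from the expression modes and 4 were called here. The influence of *msg5Δ* on *bar1Δ*, which the paper calls, had an adjusted p of 0.104. It was called with the authors' processed intensities (0.0275), with quantile scaling (0.0299), with batch means removed (0.0359), without the third array of G1890 (0.0302) and, in a setting chosen after seeing the values, with the authors' processed intensities and 4 modes (0.0368). The paper states that cell cycle genes of the negative set of Mode 1 are not in the Mode 2 sets; 6 of the 32 listed genes were in the positive set of Mode 2 here and 0 in its negative set. With the authors' processed intensities 44 of the 44 amino acid metabolism, 32 of the 32 cell cycle and 25 of the 25 conjugation genes of Table S3 were in the sets it lists them for, against 34, 30 and 24 here. The paper relates PR to Mode 2 only, by its weights, which were −0.0115 on Mode 1 and 0.0693 on Mode 2 here; over the strains, r of PR was 0.510 with Mode 1 and 0.495 with Mode 2. The shares of Modes 1 and 2 and of the first 3 modes lay within 1.5 times the paper's values, and with the authors' processed intensities they were 47.3, 17.2 and 73.9%.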

Other observations

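In this part, the tests of Mode 1 against the unperturbed reference, of other splits for the pairs of mutations and the network, of leaving out the strains with both *fus3Δ* and *STE11-4*, of PR against PRM1, of the neighbors against all genes and of list means with pairs of mutations were chosen only after the results they bear on were seen.

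Mode 1 separates strains by genotype, which explained 90.2% of its variance (28.7% by chance). The collection batch explained 14.7%, and 3.85% after the mutations, while the mutations explained 61.2% after the batch, which argues against the batch as its whole cause. An offset of the unperturbed reference is the same on every array and forbids such a share for genotype, which argues against it as the cause of the separation. For the mean of the pattern, which makes up 63.8% of Mode 1, an offset remains open in part. Projected on Mode 1 against the other 3, the unperturbed arrays lay between −0.0268 and 0.0300, and the mean over the 92 arrays was −0.0833. An offset would shift every strain alike. The 4 strains with *bar1Δ* alone lay between −0.0108 and −0.00592, and strains 182B and 69A with *msg5Δ* alone at 0.00151 and −0.00416. The additive effects of these mutations were −0.00658 (SE 0.00725) and −0.0114 (SE 0.00796). These values argue against an offset as the source of the whole mean. A smaller offset shared by the 4 unperturbed arrays cannot be told apart from a change shared by the perturbed strains, since the same 4 arrays serve every ratio.

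Conjugation genes in the mode sets are not the deleted genes alone. With the deleted genes left out of the SVD, 18 of the 25 listed conjugation genes were in the positive set of Mode 1. Of 22 genes that Table S3 lists under conjugation for that set, 4 are the deleted genes. Those conjugation genes appear to depend on the strains with both *fus3Δ* and *STE11-4*: without these 22 strains 0 of 25 passed the threshold, whereas leaving out 22 strains at random left at least 15 over 100 draws (median 17). The first mode without these strains is in part another pattern, with 69 of the 169 genes of the positive set of Mode 1. As a hypothesis, the mating component of Mode 1 may reflect this genotype class alone.

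PR and the expression of mating genes parted in that class. In the 22 strains with both mutations the mean log2 ratio of PRM1 was −6.29 ± 2.27 (SD), while the mean PR was 0.0573, with 13 of 22 strains above the unperturbed strain. Within the class, PR correlated with PRM1 at r = 0.319 (permutation p = 0.149, adjusted p = 0.168 over 8 relations; rho = 0.239, p = 0.281; 0.408 without the 2 farthest strains), in the classes with *STE11-4* or *fus3Δ* alone at 0.879 and 0.501 (adjusted p = 4e-05 and 0.0241), and in the class with neither mutation at 0.864 (p = 1e-05, adjusted p = 4e-05; rho = 0.795, p = 2e-05; 0.800). Within batches with at least 6 strains r was 0.0616 (batch 2) and 0.711 (batch 3) with both mutations, 0.828 and 0.244 with *fus3Δ* alone, and 0.851 and 0.982 with neither; the other batches held fewer strains of a class. PR is read from GFP, which was not measured on the arrays.

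Each count of genes was compared with 100 splits that reassign genotypes or phenotypes among the strains. As large a count came from 1 split, the real one, for *far1Δ*, *bar1Δ*, *fus3Δ*, *STE11-4*, ME and PR. This argues against chance for these counts, although another split called 1013 genes for *bar1Δ*. For the network, the residuals of the additive fit were reassigned among the strains instead, with fewer permutations per pair than for the data. As many as 4 influences came from 1 of 100, the real one. Of the other 99, 35 gave any influence, at most 3. This argues against chance for the count of 4, and cannot decide for any single influence. For *msg5Δ* 2 splits gave at least its 36 genes, and the other of them called 95, so chance is argued against less firmly. Its count ranged from 9 to 499 over the alternatives. For the pairs of mutations, limma called 20 genes for *far1Δ* with *bar1Δ* (0 higher, 20 lower), 894 for *far1Δ* with *STE11-4* (422 and 472), 1159 for *bar1Δ* with *fus3Δ* (496 and 663) and 3348 for *fus3Δ* with *STE11-4* (1577 and 1771), each matched by 1 split of 100, and 15 for *far1Δ* with *fus3Δ* (5 and 10), matched or exceeded by 4, with up to 65 genes in another split. For the other 5 pairs limma called 0 genes, which each of the 100 splits reaches by construction, so the splits say nothing about chance for these pairs. At an unadjusted p below 0.05 there were 383 genes for *far1Δ* with *msg5Δ*, 180 for *bar1Δ* with *msg5Δ*, 523 for *bar1Δ* with *STE11-4*, 915 for *fus3Δ* with *msg5Δ* and 290 for *msg5Δ* with *STE11-4*.

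Further genes with large changes were PCL1 (1.63) and HOF1 (1.44), ARG3 (−1.10) and SNZ1 (−1.09) in *far1Δ* strains, NCW2 (1.17) and CIK1 (0.99), FMP48 (−0.96) and ZPS1 (−0.90) in *bar1Δ* strains, SPS2 (3.88) and ZPS1 (3.00), YCL076W (−4.20) and SUL1 (−3.37) in *fus3Δ* strains, PIR3 (0.82) and OPT2 (0.76), RNR3 (−0.53) and YMR173W-A (−0.48) in *msg5Δ* strains, and HPF1 (1.96) and SPL2 (1.96), FIG1 (−3.61) and PRM3 (−3.38) in *STE11-4* strains, in log2 units. These are additive values: the product of *fus3Δ* and *STE11-4* was −6.87 for FIG1 and −7.46 for PRM3, and 3.76 for HPF1 and 3.34 for SPL2. It was −1.20 for RNR3 and −1.53 for YMR173W-A, whose *msg5Δ* values may hold part of it, against −0.00824 for PIR3 and 0.65 for OPT2. On Mode 3 the largest weights were those of BAR1, PGU1 and SPS2 (17.4, 13.8 and 8.34 SD) and FUS3, NCW2 and CPP3 (−11.8, −6.18 and −5.80 SD).

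Among the 2 nearest genes on each side of the deleted genes, limma called CIS3 at 0.27 (adjusted p = 0.0353) and SSY5 at 0.19 (adjusted p = 0.0204) beside FAR1, VID28 at 0.32 (adjusted p = 8.68e-06) beside BAR1, and PEP1 at −0.58 (adjusted p = 1.33e-11) and ACH1 at 0.47 (adjusted p = 2.87e-05) beside FUS3. As large a change was found in 12.2, 22.3, 11.1, 13.0 and 18.1% of all genes for the respective deletion. The 4 neighbors of MSG5 had adjusted p from 0.333 to 0.964.

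The conjugation genes were lower in *msg5Δ* strains by a median of −0.53, called by camera (adjusted p = 1.97e-09) but not by fry (adjusted p = 0.121). This additive value does not separate *msg5Δ* from the other mutations: 14 of the 22 strains with both *fus3Δ* and *STE11-4* carry *msg5Δ*, and 0 of the 17 with *STE11-4* and intact FUS3. With all pairs of mutations in the model, *msg5Δ* changed the mean of the list by 0.52 (SE 0.338) in the absence of the others, of opposite sign and less than 2 standard errors from 0, and the product of *fus3Δ* and *STE11-4* was −4.33 (SE 0.357). In the additive model, the cell cycle genes were higher by 0.33 in *STE11-4* strains (camera, adjusted p = 0.0099; fry, adjusted p = 0.0666). In *fus3Δ* strains the medians were 0.99 for cell cycle, −1.11 for amino acid metabolism and −1.87 for conjugation genes; with all pairs in the model the effects of *fus3Δ* on the list means were 1.13 (SE 0.207), −0.71 (SE 0.307) and 0.24 (SE 0.329) in the absence of the others.

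In Table S1 the unperturbed segregant 50B has an ME of 2.08, the paper's value, which 5 of the 219 listed strains exceed, while its PR is 0.116. The unperturbed segregant 78A, whose expression was not analysed here, has an ME of 1.83 and a PR of −0.401, also the paper's values, and the unperturbed strain G1890 is at 0 for both. Both arrays of the *bar1Δ* strain 261A, on different slides and batches, had BAR1 well above background. No explanation of either was tested.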
